# An integrated analysis of lncRNA and mRNA expression profiles in the kidneys of mice with lupus nephritis

**DOI:** 10.7717/peerj.10668

**Published:** 2021-02-16

**Authors:** Juan Wang, Xiongfei Wu, Yafang Tu, Jianzhong Dang, Zhitao Cai, Wenjing Liao, Weili Quan, Yaxun Wei

**Keywords:** Lupus nephritis, RNA sequencing, lncRNAs, Differentially expressed genes, Immune response

## Abstract

Long noncoding RNAs (lncRNAs) are persistently expressed and have been described as potential biomarkers and therapeutic targets in various diseases. However, there is limited information regarding lncRNA expression in the tissue of kidney exhibiting lupus nephritis (LN)a serious complication of systemic lupus erythematosus (SLE). In this study, RNA sequencing (RNA-seq) was performed to characterize the lncRNA and mRNA expression in kidney tissues from LN (MRL/lpr) and control mice. We identified 12,979 novel lncRNAs in mouse. The expression profiles of both mRNAs and lncRNAs were differed significantly between LN and control mice. In particular, there were more upregulated lncRNAs and mRNAs than downregulated ones in the kidney tissues of LN mice. However, GO analysis showed that more downregulated genes were enriched in immune and inflammatory response-associated pathways. KEGG analysis showed that both downregulated and upregulated genes were enriched in a number of pathways, including the SLE pathway, and approximately half of these SLE-associated genes encoded inflammatory factors. Moreover, we observed that 2,181 DElncRNAs may have targeted and regulated the expression of 778 mRNAs in LN kidney tissues. The results of this study showed that 11 DElncRNAs targeted and were co-expressed with six immune and SLE-associated genes. qPCR analysis confirmed that lncRNA Gm20513 positively regulated the expression of the SLE-associated gene H2-Aa. In conclusion, the results of our study demonstrates that lncRNAs influence the progression of LN and provide some cues for further study of lncRNAs in LN. These results regarding the lncRNA-mRNAregulatory network may have important value in LN diagnosis and therapy.

## Introduction

Systemic lupus erythematosus (SLE) is a serious autoimmune disease with a variety of organ manifestations (Kiriakidou & Ching, 2020). The most serious complication affecting most patients with SLE is a kidney manifestation-lupus nephritis (LN) (Davidson, 2016; Davidson & Aranow, 2010). Despite the use of multiple aggressive immunosuppressive therapies, many LN patients still progress to end-stage renal disease (Davidson, 2016). Therefore, it remains important to elucidate the molecular mechanisms mediating the pathogenesis of lupus nephritis.

Omic techniques, including transcriptomic techniques, have become a necessary technique for exploring the underlying molecular mechanisms mediating the pathogenesis of various diseases (Scherer et al., 2017; Soon, Hariharan & Snyder, 2013). In fact, a large number of transcriptomic studies on blood and derived samples from patients have been employed to characterize the gene pathways involved in SLE in an attempt to identify the key pathogenic drivers of the disease (AlFadhli, Ghanem & Nizam, 2015; Grigoriou et al., 2020; Li et al., 2019b; Lood et al., 2010; Panousis et al., 2019; Rai et al., 2016). For example, a recent study demonstrated that the gene expression profile of bone marrow (BM)-derived hematopoietic stem and progenitor cells (HSPCs) from mice with lupus is different from that of healthy controls, which would induce aberrations in immune cells in SLE (Grigoriou et al., 2020). Currently, high-throughput transcriptome sequencing has been employed to study the mechanisms of drug therapy for lupus nephritis, which supports the therapeutic effects of different drugs (Fu et al., 2018; Wang et al., 2019). Transcriptome sequencing of infiltrated T cells in the renal tissue of patients with lupus nephritis elucidated the regulatory mechanisms governing abnormal T cell metabolism and T cell failure (Tilstra et al., 2018). Thus, transcriptomic analysis remains a powerful tool for elucidating the mechanisms mediating the pathogenesis of SLE and LN.

Recently, various noncoding RNAs, including lncRNAs, have been shown to play important roles in the pathogenesis of diseases and therefore represent potential biomarkers and therapeutic targets of those diseases (Esteller, 2011; Matsui & Corey, 2017; Wu et al., 2015a). In fact, several studies have detected the expression profile of lncRNAs in blood and blood- derived plasma or peripheral blood mononuclear cells (PBMCs) from patients with SLE (Geng et al., 2020; Li et al., 2019a; Luo et al., 2018; Wang et al., 2018; Wu et al., 2019; Xu et al., 2020; Ye et al., 2019). For example, lnc-DC and GAS5 were decreased, and linc0597 was overexpressed, in the plasma of patients with SLE, and linc0597, GAS5, and lnc-DC can be used as potential biomarkers for SLE (Wu et al., 2017). Moreover, a number of studies have demonstrated the functional roles of several lncRNAs, including NEAT1, MALAT1, HOXA-AS2, and SLEAR, in SLE according to in vitro loss-of-function and gain-of-function strategies (Fan et al., 2020; Wu et al., 2020; Yang et al., 2017; Zhang et al., 2016). In particular, the lncRNAs THRIL, TUG1 and RP11-2B6.2 were reported to play promotion or inhibition roles in kidney injury in SLE (Cao et al., 2020; Deng et al., 2018; Liao et al., 2019; Xu, Deng & Zhang, 2018). In addition, one study performed RNA-seq to compare the expression levels of lncRNAs in kidney biopsies from patients with LN and patients with kidney tumors (Liao et al., 2019). To the best of our knowledge, no study has systematically compared the expression profile of lncRNAs in kidney tissues from LN patients or animal models with those of healthy controls.

In this study, we hypothesized that both the mRNA and lncRNAs expression profiles of kidney tissues with LN are different from those of a healthy control. To validate our hypothesis, transcriptomic analysis of kidney tissues was performed to investigate the expression of mRNA and lncRNAs in LN and healthy control mice. Our study demonstrates the difference in mRNA and lncRNA expression profiles between LN and control mice. In particular, we constructs lncRNA-mRNA regulatory network in LN. In addition, our study contributes to body of knowledge on this subject and establishes a foundation for further research of lncRNAs in LN.

## Materials & Methods

### Animals

Mice of the strain MRL/MpJ-Fas-lpr (Mrl/lpr), an established model of LN, were used in our study. Control MRL/MpJ mice without the Fas-lpr mutation were used as healthy controls. Specific pathogen-free (SPF)-grade female MRL/lpr and MRL/MpJ mice (weighing 15–16 g and aged 4 weeks) were purchased from SLAC Laboratory Animal Co., Ltd. (Shanghai, China). The purchased animals were maintained in the SPF animal laboratory of Renmin Hospital of Wuhan University. The animals were housed using standard cages in a room with humidity of 50% ± 20%, temperature of 23 °C ± 3 °C, and a 12 h light/12 h dark cycle. The animals had free access to standard laboratory food and water. All animals were fed the same feed. The experiments were conducted after the mice reached the age 18 weeks. Animal studies were approved by the Laboratory Animal Welfare and Ethics Committee of Renmin Hospital of Wuhan University (IACUC Issue No. 20171205).

### Measurements of 24-h UTP, SCR, and anti-dsDNA

According to previous studies, 24-hour urine protein, serum creatinine, and serum anti-dsDNA levels have been employed to estimate the severity of lupus nephritis and therapeutic efficacy of drugs in Mrl/lpr mouse model (Feng et al., 2019; Renner et al., 2015; Wu et al., 2015b).

The urine of mice was collected for 24 h. Urine protein concentration was measured by the Bradford method, and 24-hour urine protein (24-h UTP) was calculated for LN and control mice (*N* = 3 for each group).

Blood samples were collected from the abdominal aorta of LN and control mice (*N* = 3 for each group). Serum was obtained after centrifugation of blood samples for 10 min (3,000 r/min). Serum creatinine concentration (SCR) was measured by the peroxidase method, and serum anti–double-stranded DNA antibody titers (anti-dsDNA) were determined by ELISA kits (Bioyeargene Biotechnology Co., Ltd., Wuhan) according to the manufacturer’s instructions.

### Collection of kidney tissue

Mice were anesthetized by intraperitoneal injection of chloral hydrate (400 mg/kg). The mice were then sacrificed by cervical dislocation and their kidneys were removed (*N* = 3, for each group). The process conformed to the criteria established by the Laboratory Animal Welfare and Ethics Committee of Renmin Hospital of Wuhan University. Fresh kidney tissue was immediately chilled in liquid nitrogen and kept at −80 °C until use.

### RNA extraction, library construction and sequencing

Total RNA was extracted from each kidney tissue sample using TRIzol Reagent (Ambion) according to the manufacturer’s instructions. RQ1 DNase (Promega) was used to eliminate any potential DNA in the total RNA. The quality and concentration of the purified RNA were determined by measuring absorbance at 260 nm/280 nm (A260/A280) in SmartSpec Plus (BioRad). The integrity of the RNA was detected by agarose gel electrophoresis (1.5%).

Next, 10 µg of purified total RNA from each of the samples was purified and concentrated with oligo (dT)-conjugated magnetic beads (Invitrogen) to prepare a directional RNA-seq library. The polyadenylated RNAs were ion fragmented with end repair and 5′ adapter ligation. Primers with known 3′ adapter and random hexamers were used to reverse-transcribe the fragmented RNAs. The resulting cDNAs were subsequently purified and amplified. cDNAs amplification products (200–500 bp) were retained. After quantification, the cDNAs were stored at −80 °C until sequencing.

For high-throughput sequencing, libraries were prepared according to the manufacturer’s protocols. Specifically, 150-bp paired-end sequencing was performed using an Illumina HiSeq 2000 system (ABlife. Inc, Wuhan, China).

### Raw data cleaning and mapping statistics

First, we discarded the raw reads with more than 2-N bases. Adapter were clipped, and low-quality bases were removed. We further discarded short reads (<16 nt) using FASTX-Toolkit (Version 0.0.13, http://hannonlab.cshl.edu/fastx_toolkit/).

Next, TopHat2 was used to map the resulting clean reads to the mouse genome by allowing 2 mismatches (Kim et al., 2013). We discarded the reads that mapped to multiple genomic locations. The unique mapped reads were employed to calculate the FPKM value (FPKM represents reads per kilobase and per million) of each gene.

### Prediction of novel LncRNA in mouse

LncRNA prediction was conducted according to a previous study (Cabili et al., 2011). In brief, Cufflinks (V2.2) was used to assemble the mapped reads with default parameters (Trapnell et al., 2012). Novel transcripts with intergenic and antisense regions were regarded as candidate lncRNAs, which should have less than 1000-bp overlap with known coding genes. The coding potential score (CPS) of candidate lncRNAs should be less than zero, which was calculated by coding potential calculator (CPC) software (Kong et al., 2007). The resulting transcripts that had more than one exon and were longer than 200 bases were defined as lncRNAs. After the antisense reads were discarded, the FPKM value of each lncRNA gene were recalculated.

### Differentially expressed mRNA and lncRNA Genes (DEGs and DElncRNAs)

In this analysis, edgeR was used to identify DEGs and DElcnRNAs according to the FPKM value of each gene in each sample (Robinson, McCarthy & Smyth, 2010). DEGs and DElncRNAs were defined according to the criteria of 2-fold changes and *p*-values <0.05.

### Coexpression network analysis

According to a previous study (Liu et al., 2017), we constructed a coexpression network between lncRNAs and mRNAs. In brief, the correlation coefficients and *p*-values were obtained for each mRNA-lncRNA pair based on the expression of each mRNA and lncRNA. A given threshold (absolute correlation coefficients no less than 0.7 and *p*-values less than 0.01) was utilized to filter the results. The filtered gene pairs form the expression network.

### GO and KEGG analysis

Gene Ontology (GO) and KEGG pathway analyses were used to predict the function of DEGs, which were identified using the KOBAS 2.0 server (Xie et al., 2011). The enrichment of genes in each term or pathway was determined by the hypergeometric test and Benjamini–Hochberg FDR at corrected *p*-value <0.05.

### RT-qPCR validation of DElncRNAs and DEGs

Quantitative real-time PCR (RT-qPCR) was performed to validate the RNA-seq data in this study. We selected some differentially expressed genes and lncRNAs with relatively high and reproducible expression for three biological replicates of each group for qPCR verification. The expression of some selected DEGs and DElncRNAs was quantified by RT-qPCR by using GAPDH as a reference. RT-qPCR was conducted on the RNA samples that were the same as those employed for RNA-seq. The RT-qPCR conditions were as follows: denaturing at 95 °C for 10 min, 40 cycles of denaturing at 95 °C for 15 s, and annealing and extension at 60 °C for 1 min. RT-qPCR of each sample employed three technical replications. The primers for each gene for RT-qPCR are listed in Table S1.

### Statistical analysis

An unpaired two-tailed *t*-test was performed to compare the pathological evaluation and RT-qPCR data from two different groups. SPSS software for Version 19 (IBM, USA) was utilized to perform the statistical test. A significant difference was set at probability (*P*) values less than 0.05 (*p* < 0.05). Each group had at least three biological replicates (n ≥ 3). The data are presented as the mean ± standard deviation (SD).

## Results

### Detection of key physiological indices demonstrated that the lupus nephritis model was established

To ensure the establishment of the LN mouse model, several biochemical indicators of LN mice were detected and compared to those of control mice. Proteinuria usually occurs after 8 weeks of age in MRL/lpr mice. We first measured the 24-hour urinary total protein (24-h UTP) of both LN and control mice. The results showed that the 24-h UTP was significantly higher in LN mice than in control mice (Fig. 1A). Serum creatinine concentration (SCR) and serum anti-double-stranded DNA antibody titers (anti-dsDNA) were also indications of LN. Compared with control mice, SCR was significantly elevated in LN mice (Fig. 1B). In addition, LN mice had a higher concentration of anti-dsDNA in serum than control mice (Fig. 1C). Taken together, these results indicted a lupus nephritis mouse model was established.

**Figure 1:**
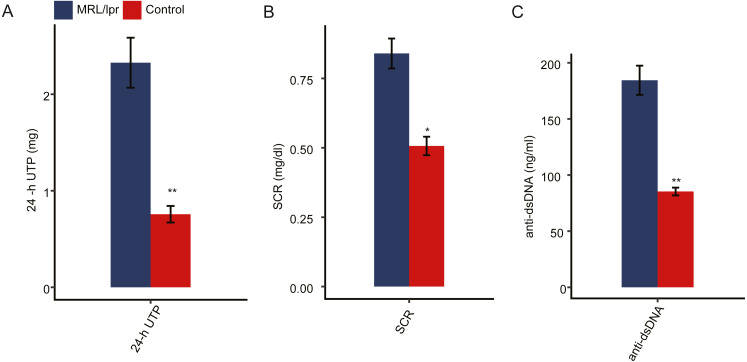
Pathologic characteristics of the lupus nephritis mouse model. (A) Quantitative analysis of 24-hour urinary total protein (24-h UTP). (B) Quantitative analysis of serum creatinine concentration (SCR). (C) Quantitative analysis of serum anti-double-stranded DNA antibody titers (anti-ds-DNA). *N* = 3 for each group. Data are presented as the mean ±  standard deviation (SD). Student’s *t*-test was performed to compare LN mice and controls with the significance set at a *P* value of less than 0.05. *P < 0.05, **P < 0.01.

### Both the mRNA and lncRNA expression profiles of kidney tissue differed between LN and control mice

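Kidney RNA was sequenced from 3 MRL/lpr mice, a strain that carries the lpr mutation of the Fas gene and develops LN, and from 3 MRL/MpJ control mice without the mutation, with 1 library per mouse. Polyadenylated RNA was selected with oligo(dT) beads and made into directional paired-end libraries. The paper's methods give an age of 4 weeks at purchase, with experiments after the age of 18 weeks was reached. The sample labels instead give 12 weeks at purchase followed by 2 weeks of acclimatisation. An extraction protocol in the labels also names lung tissue, whereas the paper names kidney. The authors mapped the cleaned reads with TopHat2 and discarded reads that mapped to multiple places. For each library they deposited the number of reads counted on each gene, without normalization, and an FPKM value per gene. The count table lists 28173 annotated genes of 38 types, and the 28160 of them with FPKM above 0 in at least 1 library were tested. Protein-coding genes were taken as mRNA genes, and 7 types (lincRNA, antisense, processed transcript, sense intronic, sense overlapping, macro lncRNA and 3′ overlapping ncRNA) as lncRNA genes. No gene assembled by Cufflinks is listed in these tables, and assembled lncRNA genes are not analysed here. Counts were normalized with edgeR's TMM method, and LN was compared with control by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes. A gene was called when its adjusted p was under 0.05 and its change at least 2-fold. Log2 fold changes are those of the libraries labelled LN relative to the libraries labelled control. For single values an exact two-sided permutation test was used, which with 3 libraries against 3 cannot give a p below 0.1. Gene positions are those of GENCODE M21 on GRCm38, matched by Ensembl identifier.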

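Fas was examined first in every library as a check of the labels. It lies on the plus strand of chromosome 19 from 34290666 to 34327772. The lpr mutation is an insertion into Fas that interrupts its transcript, so less Fas RNA was looked for in LN. The libraries labelled control held 116, 125 and 90 reads on Fas, and the libraries labelled LN held 155, 211 and 148. After normalization these were 93.1 ± 13.2 counts (SD, n = 3 mice) in control and 210.2 ± 39.0 counts (SD, n = 3 mice) in LN. The log2 fold change was 1.17 (standard error 0.22, adjusted p = 0.00143 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every library labelled LN was above every library labelled control (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). In FPKM the means were 1.96 ± 0.277 in control and 3.04 ± 0.492 in LN (SD). The alternative that moved the fold change most, limma's trend method on log2(FPKM + 1), gave a log2 fold change of 0.45, under 2-fold. Reads were counted over the whole gene, so the values do not show whether a transcript runs through the insertion. The direction measured is against the labels, and every direction given for LN therefore rests on the groups as they are labelled.

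**Figure D1:**
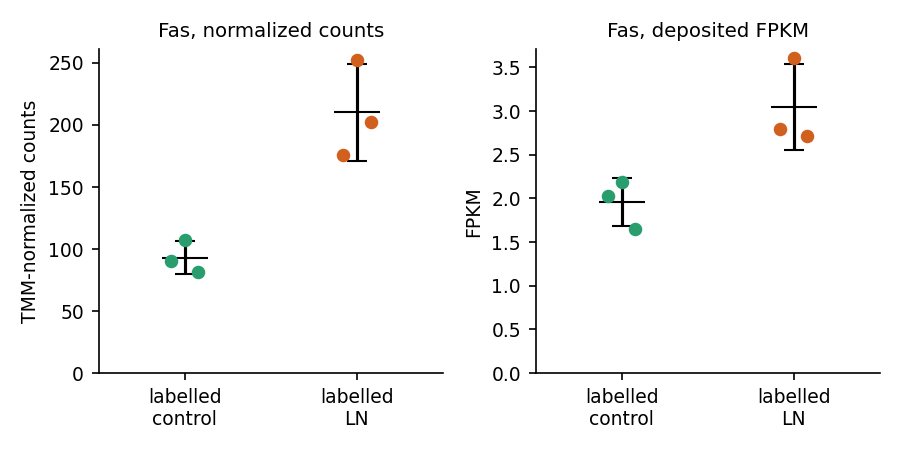
Fas in each library, as normalized counts (left) and FPKM (right), for the libraries labelled control and LN; points are libraries, with the mean and SD. The 3 libraries labelled LN lie above the 3 labelled control on both scales.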

To elucidate the molecular mechanisms governing lncRNAs that may account for lupus nephritis, we profiled the transcriptomes of kidney tissue from LN and control mice (*N* = 3 in each group). 

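Between 14992204 and 26561935 reads per library were counted on genes, with a median of 24708350 in the libraries labelled control and 16080787 in those labelled LN. The paper's Table S2 reports 35067400 to 37815625 uniquely mapped reads per control library and 43033544 to 45652065 per LN library. The counted reads were 66.9 ± 8.23% (SD, n = 3) of the paper's uniquely mapped reads in control and 36.0 ± 1.81% (SD, n = 3) in LN, without overlap between the groups (exact two-sided permutation test, p = 0.1). The paper's text does not name the counting tool or say whether mates were counted once. Duplicate reads made up 77.2 ± 2.85% of the reads in control and 68.2 ± 0.628% in LN, as computed from the paper's Table S2 (SD). Of the counted reads, mRNA genes held 92.0 ± 0.947% in control and 83.6 ± 1.48% in LN (SD). Annotated lncRNA genes held 4.95 ± 0.727% in control and 10.8 ± 0.9402% in LN, and genes of the other types held 3.04 ± 0.232% and 5.59 ± 0.612% (SD). None of these shares overlapped between the groups (exact two-sided permutation test, p = 0.1 for each). The difference in the lncRNA share was 5.86 percentage points, and 2.78 points as a share of summed FPKM, the alternative that moved it most. The summed FPKM ran from 306298 to 350212 in control and from 215676 to 226810 in LN. The smallest share that the depth can show (3 counts of the total) was 1.13e-05 to 1.36e-05% in control and 1.83e-05 to 2.00e-05% in LN. The paper names no molecular identifiers, and PCR copies are not independent molecules, so these floors and any interval from counts cover counting error only.

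**Figure D2:**
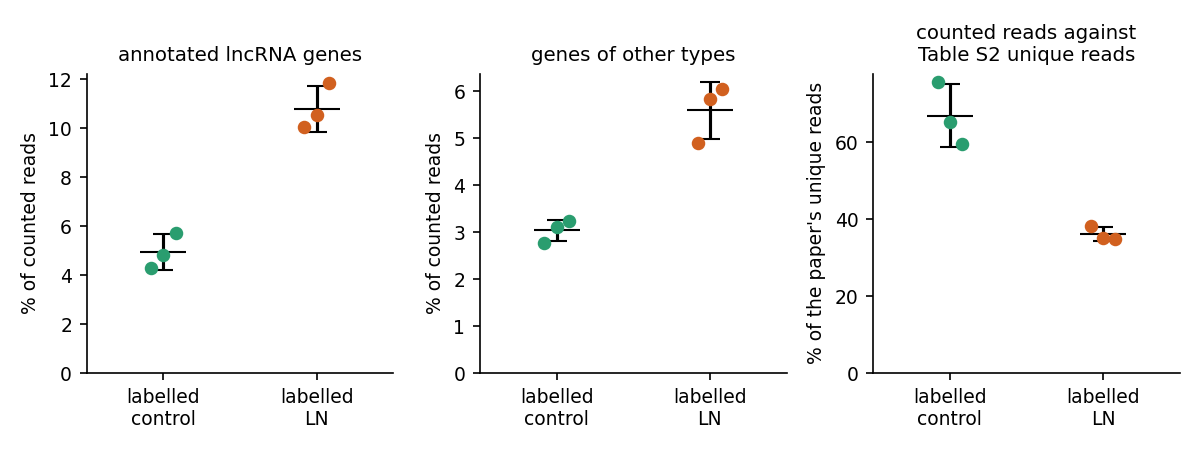
Percent of counted reads on annotated lncRNA genes, percent on genes of types other than mRNA and lncRNA, and counted reads as a percent of the uniquely mapped reads in the paper's Table S2, per library; points are libraries, with the mean and SD. The first pair of shares is higher in every library labelled LN, and the last is lower (66.9% against 36.0% on average).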

In total, six transcriptome data sets were obtained, with each composing an average of approximately 80 million PE-end reads for analysis (Table S2). Next, we aligned the clean reads to the reference sequence of mice with TopHat2 with two mismatches to detect and characterize the expression patterns of annotated genes. In addition, Cufflinks was used to perform *ab initio* transcript assembly and reconstructed transcripts, and 19,327 novel lncRNA genes were identified after a series of filtering steps. In total, there were 28,173 mRNA genes, and 22,504 lncRNA genes were expressed in at least one sample (with FPKM >  0) (Fig. 2A). These expressed mRNA and lncRNA genes were used to characterize the gene expression profile of LN and control mice.

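In the deposited FPKM values, 18167 mRNA genes, 3987 annotated lncRNA genes and 6006 genes of other types had FPKM above 0 in at least 1 library. Single libraries listed between 16595 and 16889 mRNA genes. Annotated lncRNA genes numbered 2619 to 2681 in the libraries labelled control and 2842 to 2878 in those labelled LN, although fewer reads were counted in the latter. Of the thresholds tried, FPKM of at least 1 moved these numbers most, to 12874 mRNA genes and 614 annotated lncRNA genes.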

**Figure 2:**
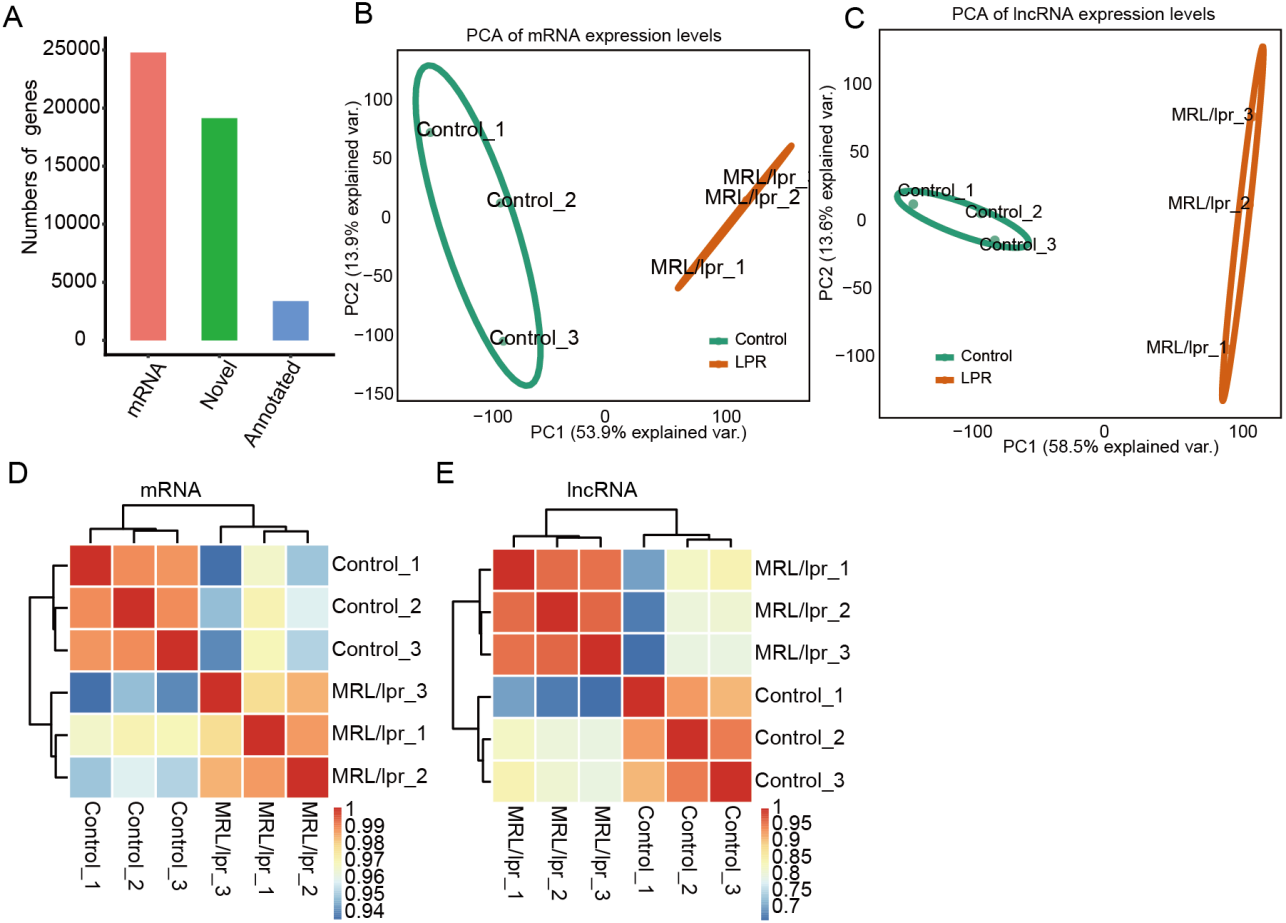
Gene expression profile of kidney tissue from LN and control mice. (A) Number mRNA and lncRNA genes expressed in at least one sample (with FPKM > 0). (B and C) Principal component analysis (PCA) of six distinct samples according to the expression levels of the mRNA (B) and lncRNA (C) genes. The samples were clustered by LN mice and controls. (D and E) Heatmap of the correlation coefficient of six samples according to the expression level of the mRNA (D) and lncRNA (E).

Principal component analysis (PCA) was performed to explore the temporal expression patterns associated with all mRNAs and lncRNAs in our datasets. Both mRNA and lncRNA expression levels could be distinguished between the LN and control samples (Fig. 2B and 2C). 

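PCA of log2(FPKM + 1), with each gene centred and scaled to unit variance, placed 63.4% of the variance of 18166 mRNA genes on the first component and 12.3% on the second component. For 3986 annotated lncRNA genes the shares were 37.4% and 17.5%. The 3 libraries labelled LN lay apart from the 3 labelled control on the first component for both classes, and did so under every alternative and with each library left out in turn. Centring the genes without scaling moved the share of the first component most, to 85.9% for mRNA genes and 74.2% for lncRNA genes.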

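Pearson correlations were computed across genes on log2(FPKM + 1), and genes are not independent replicates. For mRNA genes the 9 pairs of an LN and a control library had a mean correlation of 0.958 ± 0.0113 (SD over pairs), against 0.989 ± 0.00388 for the 6 pairs within a group. For annotated lncRNA genes the means were 0.903 ± 0.0219 between groups and 0.975 ± 0.00472 within groups. The lowest correlation was 0.943 for mRNA genes (control replicate 3 and LN replicate 3) and 0.870 for lncRNA genes (control replicate 1 and LN replicate 3). On this scale every pair within a group was more alike than every pair between groups, in both classes. FPKM without a logarithm lowered the mean for mRNA genes between groups most, to 0.672, and for lncRNA genes the ranges within (lowest 0.837) and between groups (highest 0.983) then overlapped.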

Pearson correlation tests for all RNA-seq sample pairs were performed and indicated similar outcomes for mRNA expression and lncRNA expression (Fig. 2E and  2D). These results indicated that the expression profiles, including mRNAs and lncRNAs, of the kidney tissues of LN mice were significantly different from those of the control mice.

### There were more upregulated lncRNAs and mRNAs than downregulated lncRNAs and mRNAs in the kidney tissue of LN mice

To explore the difference in mRNA and lncRNA expression profiles, edgeR was performed to identify the differential expression of mRNAs (DEGs) and lncRNAs (DElncRNAs) (≥2-fold up or down, FDR < 0.05) between LNs and controls. 

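By the adjusted p and fold criteria, 2431 of the 18167 expressed mRNA genes and 757 of the 3987 expressed annotated lncRNA genes were called. The settings moved these totals widely. Limma on log2(FPKM + 0.1) called 4278 mRNA genes, and limma on log2(FPKM + 1) called 70 lncRNA genes. With the authors' FPKM library factors as edgeR's library sizes, an alternative chosen after seeing the data, 5050 mRNA genes and 544 lncRNA genes were called. No mRNA or annotated lncRNA gene called by both the TMM analysis and any of these alternatives changed direction between them. Since a call needs at least a 2-fold change in both, a reversal was hardly possible, and this shows no stability.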

In total, there were 11,258 DElncRNAs and 5,266 DEGs (Fig. 3A). In particular, compared to controls, we identified 11,084 upregulated lncRNAs but 174 downregulated lncRNAs in LN (Fig. 3A). 

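Among annotated lncRNA genes, 718 were higher and 39 lower in the libraries labelled LN, so that 94.8% of the called genes were higher. This share fell to 78.7% with the authors' FPKM library factors, and more lncRNA genes were higher than lower under every setting tried. Named by rule were the 3 genes with the largest fold change in each direction among called genes with at least 50 counts on average and non-overlapping groups. The largest increase was that of 4930533I22Rik, an antisense gene on chromosome 6 (57476697 to 57497671), from 19.6 ± 15.8 to 448.0 ± 179.7 normalized counts (SD, n = 3), with a log2 fold change of 4.51 (standard error 0.44, adjusted p = 2.14e-05 from the same test with Benjamini-Hochberg adjustment). Gm16076 and AU015336 followed with log2 fold changes of 4.05 (standard error 0.46) and 3.96 (standard error 0.35). Both are typed as sense intronic, so unspliced reads of a host gene can be counted on them. The largest decreases were those of Gm11837, with a log2 fold change of -2.75 (standard error 0.37, adjusted p = 0.000144 from the same edgeR test with Benjamini-Hochberg adjustment), and of Gm13398 (-1.79, standard error 0.42) and Gm20488 (-1.63, standard error 0.37). Gm11837 and Gm13398 are antisense genes, whose counts depend on how strand was handled in counting. The eligible genes numbered 214 in the upward direction and 9 in the downward direction.

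**Figure D3:**
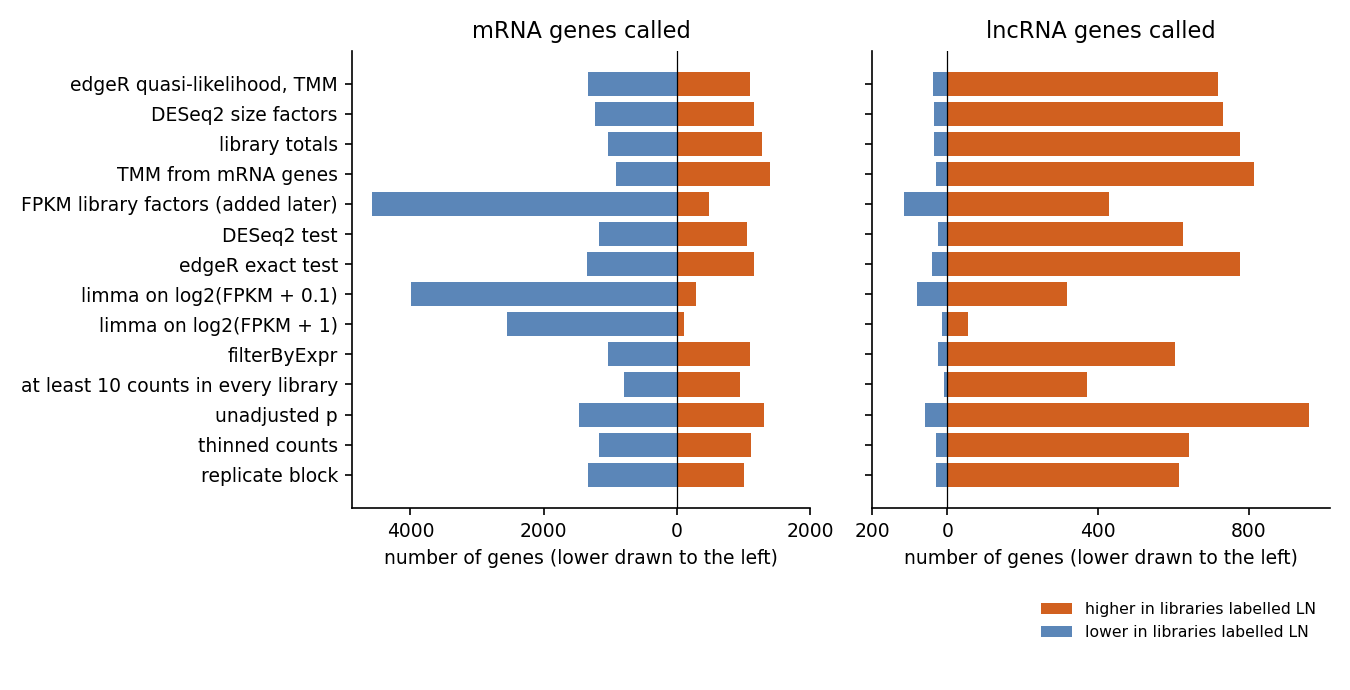
Number of called mRNA genes and annotated lncRNA genes under each setting, with genes higher in the libraries labelled LN to the right and genes lower to the left. More lncRNA genes are higher than lower in every setting, while the balance for mRNA genes differs, with 1405 higher and 908 lower for TMM from mRNA genes and 291 higher and 3987 lower for limma on log2(FPKM + 0.1).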

Notably, we also identified more unregulated mRNAs than downregulated mRNAs in mice (Fig. 3A).

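Of the mRNA genes, 1101 were higher and 1330 lower in the libraries labelled LN. The balance depended on the scaling and on the filter. There were more higher than lower genes with library totals (1284 and 1029), TMM factors from mRNA genes only (1405 and 908), edgeR's filterByExpr (1096 and 1039), and genes with at least 10 counts in every library (943 and 799). With DESeq2's size factors, DESeq2's test, edgeR's exact test, thinned counts, the unadjusted p and FPKM in place of counts there were more lower than higher genes, with 291 higher and 3987 lower for limma on log2(FPKM + 0.1). By the naming rule, Vmn1r20 had the largest increase, from 3.18 ± 1.51 to 160.4 ± 61.2 normalized counts (SD, n = 3), with a log2 fold change of 5.63 (standard error 0.44, adjusted p = 9.16e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was followed by Vmn1r19 (5.26, standard error 0.52), a paralog of Vmn1r20 with which it can share reads, and Slc7a13 (5.04, standard error 0.55). The largest decreases in log2 fold change were those of Retnla (-5.10, standard error 0.54), Bbox1 (-4.65, standard error 0.38) and Apoh (-4.37, standard error 0.39). Each of these 6 genes separated the groups without overlap, and each was called in all of the settings in which it was tested.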

**Figure 3:**
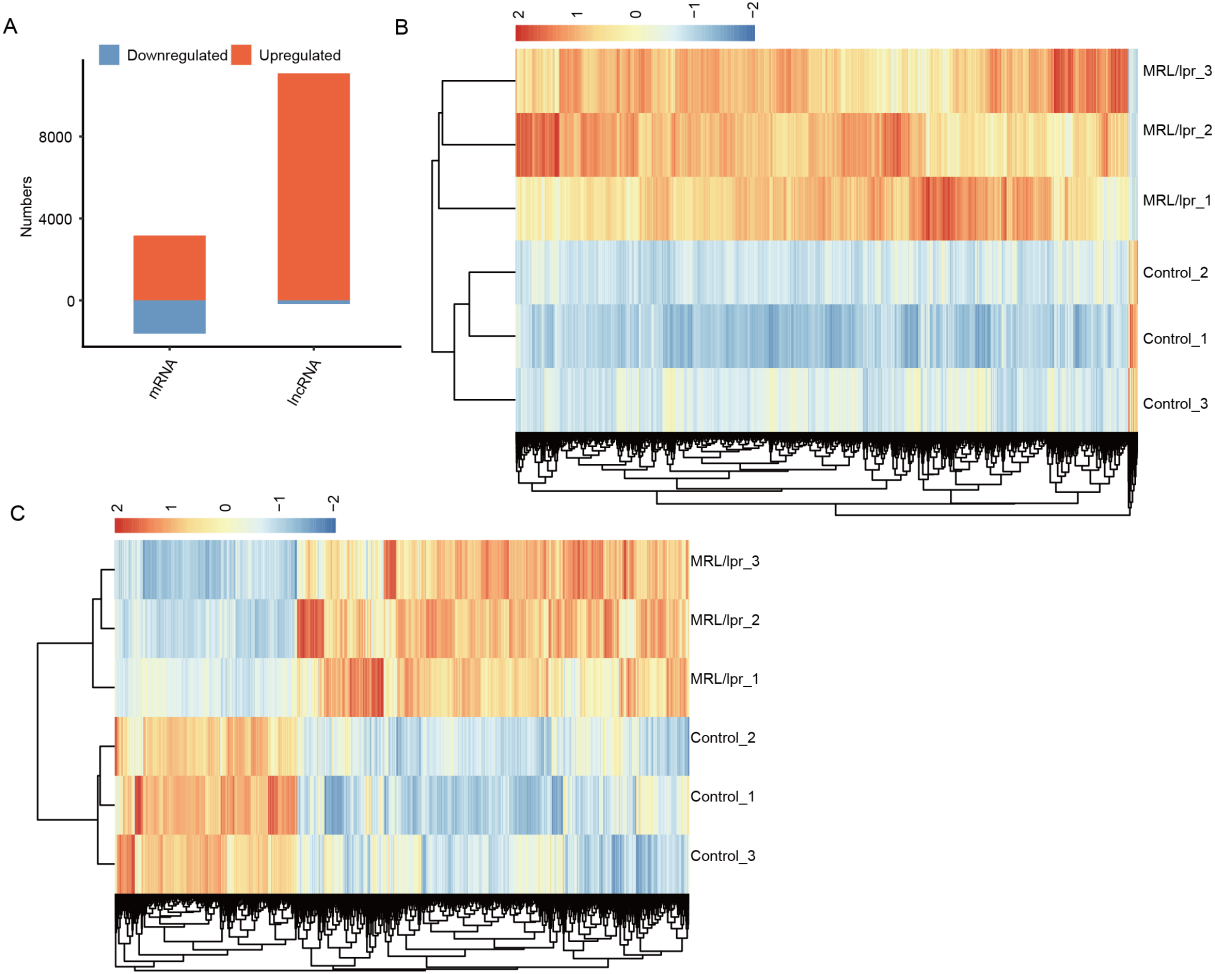
Identification of the differentially expressed mRNAs between the two groups. (A) Distribution of the number of upregulated and downregulated mRNAs and lncRNAs between LN and control mice. (B) Hierarchical clustering and heatmap of six samples based on all differentially expressed lncRNAs. (C) Hierarchical clustering heatmap of all samples based on all the differentially expressed mRNAs.

Next, heatmaps were plotted based on the normalized FPKM values of DElncRNAs. Hierarchical cluster analysis showed a clear separation of LN and control samples with a high consistency for the three replicate data sets (Fig. 3B). These results were in keeping with the resutls obtained for the DEGs (Fig. 3C). 

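The groups did not overlap in normalized counts for 742 of the 757 called lncRNA genes (98.0%), where chance gives 10%. In FPKM the groups did not overlap for 658 of them. Since these genes were selected for their difference between the groups, a high share follows in part from the selection. This count was added after the data had been seen.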

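For the called mRNA genes, selected in the same way, the groups did not overlap in normalized counts for 2355 of 2431 genes (96.9%), and in FPKM for 2193. With each library left out in turn, between 2361 and 2404 of these genes separated the groups. Groups with fewer libraries have fewer ways to overlap, so this range shows no stability.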

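Of the 5 lncRNA genes in Fig. 4, 4 were higher in the libraries labelled LN and passed the criteria for a call. Ftx, on chromosome X from 103560907 to 103623790, rose from 188.1 ± 37.7 to 703.6 ± 121.5 normalized counts (SD, n = 3), a log2 fold change of 1.90 (standard error 0.19, adjusted p = 2.42e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was 2.04 (standard error 0.26) for Lincpint and 3.19 (standard error 0.17) for Neat1. For Gm26944, taken to be the gene printed as Gm2944 in the figure, it was 2.58 (standard error 0.37), from 10 to 19 counts per control library and 51 to 63 per LN library. RP24-230J14.4 was lower in LN, with a log2 fold change of -0.67 (standard error 0.16, adjusted p = 0.00575 from the same test with Benjamini-Hochberg adjustment), under 2-fold and not called. It was called by 3 of the 19 alternatives, among them limma on log2(FPKM + 0.1).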

Finally, the expression of five lncRNA and ten mRNA was validated by qPCR (Fig. 4). All five lncRNAs and nine out of ten mRNAs showed consistency for qPCR and RNA-seq. These results indicated that the expression at the transcript level of a larger number of mRNAs and lncRNAs was affected in LN kidney tissues in mice.

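Of the mRNA genes in Fig. 4, Hnrnph3, Tia1, Pspc1 and Sltm were called as higher in the libraries labelled LN. Their log2 fold changes were 1.95 (standard error 0.14), 1.47 (standard error 0.15), 1.22 (standard error 0.16) and 1.00 (standard error 0.14). Sltm lay at the 2-fold threshold and was called in 13 of 19 alternatives. Lower and under 2-fold were genes with log2 fold changes of -0.73 for Tgfbr1, -0.62 for Ube2d2a, -0.52 for Riok3, -0.43 for Ubr3 and -0.23 for Mapk14. The adjusted p of Mapk14 was 0.173 from edgeR's test with Benjamini-Hochberg adjustment. Tgfbr1, Ube2d2a and Riok3 were called by limma on log2(FPKM + 0.1), whereas Ubr3 and Mapk14 were called by none of the 19 alternatives. The paper's RT-qPCR values in Table S7 had the direction of the RNA-seq log2 fold change for every Fig. 4 gene reported here except 1. The exception was Pspc1, with a ratio of LN to control of 0.734 in the paper's RT-qPCR values. The sizes differed. For mRNA genes lower by RNA-seq the RT-qPCR ratios were 0.213 (Tgfbr1), 0.209 (Ube2d2a), 0.271 (Riok3), 0.212 (Ubr3) and 0.489 (Mapk14), with non-overlapping groups. The RNA-seq folds, at 0.603, 0.652, 0.697, 0.744 and 0.850, were smaller decreases. For higher mRNA genes the ratio exceeded the fold for Sltm (2.69 against 2.00) and fell below it for Hnrnph3 (2.24 against 3.85) and Tia1 (1.88 against 2.78). The paper's Table S1 lists the same primers for Ubr3 and Ube2d2a, so their RT-qPCR values may not be independent of each other.

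**Figure D4:**
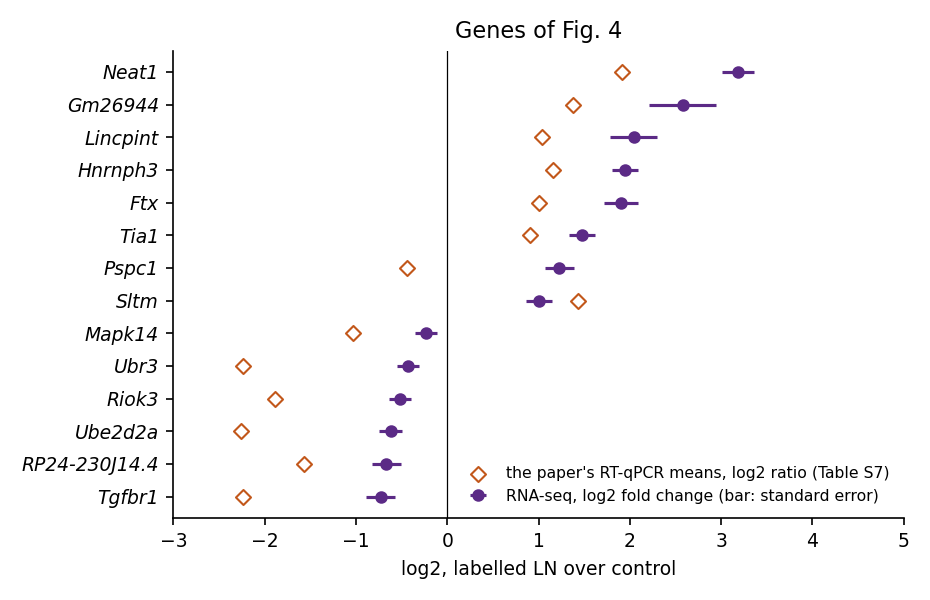
Log2 ratio of LN to control for genes of Fig. 4, by RNA-seq (log2 fold change with its standard error) and by the paper's RT-qPCR (from the means in Table S7). The pair of values has opposite signs for Pspc1 (1.22 by RNA-seq) and the same sign for the other genes.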

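Over all 28160 annotated genes tested, 3131 were higher and 1461 lower in the libraries labelled LN. At an unadjusted p under 0.05 and a change of at least 2-fold, the criteria of the paper's methods section, these counts were 3910 and 1671. From the numbers of DEGs and DElncRNAs, the separation of the samples in the heatmaps and the RT-qPCR of chosen genes, the paper concludes that the transcript levels of many mRNAs and lncRNAs were affected in LN kidneys.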

**Figure 4:**
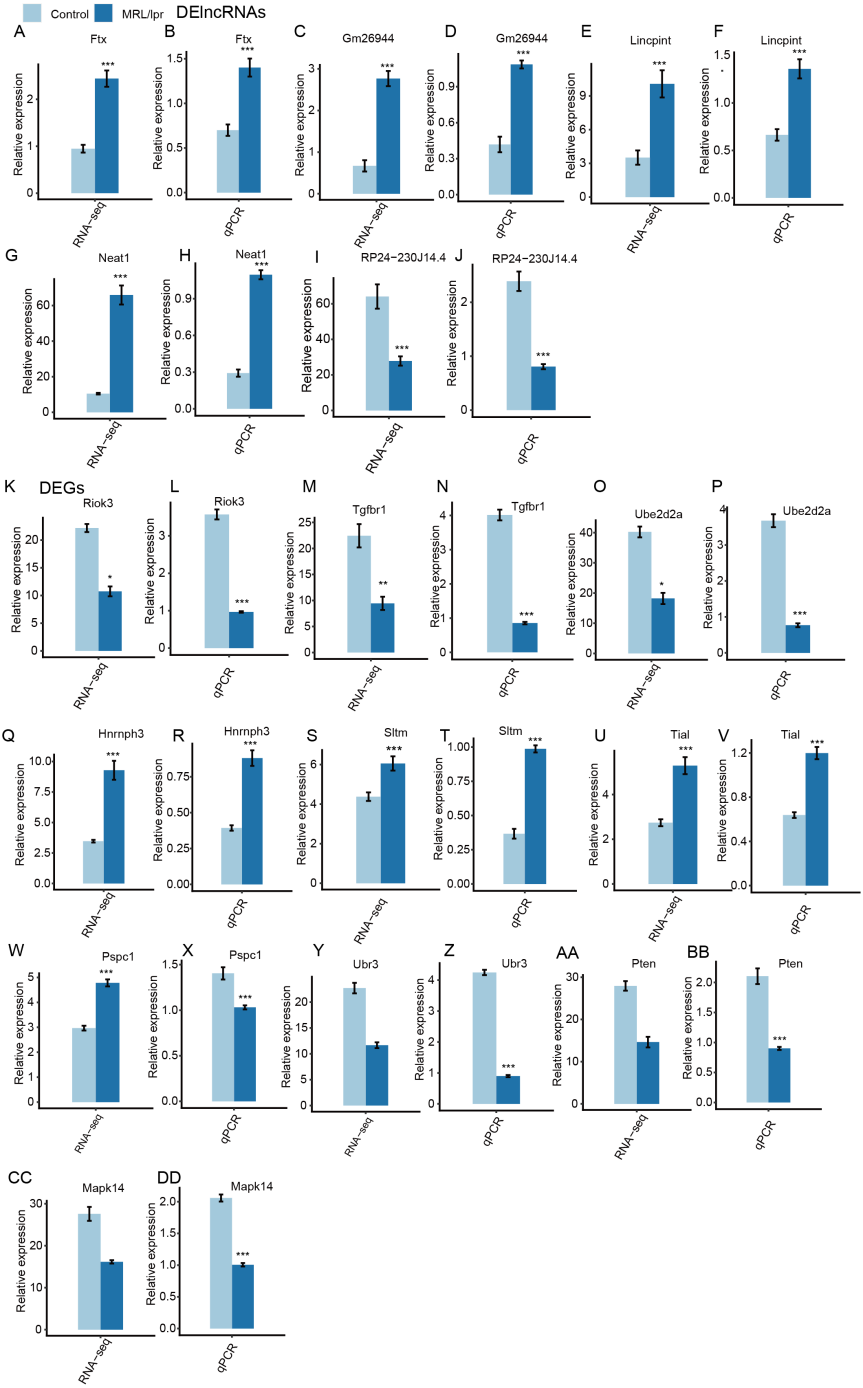
RT-qPCR validation of DEGs and DElncRNAs. Relative expression levels of DElncRNAs (A–J) and DEGs (K–DD) by RNA-seq (FPKM) and RT-qPCR. Data are presented as the mean ±  standard deviation (SD). Student’s *t*-test was performed to compare LN and control mice with the significance set at a *P* value of less than 0.05. *P < 0.05, **P < 0.01.

### Downregulated DEGs but not upregulated DEGs were significantly enriched in immune-and SLE-associated pathways in the kidneys of LN mice

GO analysis was performed to demonstrate the potential function of all DEGs. There were 625 upregulated and 1,045 downregulated genes that were annotated with GO biological process terms. The upregulated DEGs were enriched in 180 GO terms, and the downregulated DEGs were enriched in 358 GO terms (Tables S3 and S4). Notably, the upregulated DEGs were enriched in terms related to transport and transmission (Fig. 5A). However, the downregulated DEGs were enriched in such terms as immune response and inflammatory response (Fig. 5B). 

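The enrichment itself was not repeated, and the genes whose symbols Table S3 gives in full were looked up in the edgeR results. Of 59 such genes in ion transport, 52 were called as higher in the libraries labelled LN, with a median log2 fold change of 1.81. The corresponding numbers were 40 of 43 genes for transmembrane transport (median 1.64), 49 of 56 for transport (median 1.62) and 17 of 23 for synaptic transmission (median 1.72). The lists are the paper's own calls on these libraries, so a high share shows no stability. Many of these genes had few counts, with a median over genes of 53.7 mean normalized counts for ion transport and 36.5 for synaptic transmission. Limma on log2(FPKM + 1) moved the calls most, to 7 genes of ion transport and 0 of synaptic transmission.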

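Of the genes listed in full in Table S4, 66 of 68 in immune system process were called as lower in the libraries labelled LN (median log2 fold change -1.49). The same held for 48 of 53 genes in inflammatory response (median -1.46), 40 of 42 in immune response (median -1.42), 47 of 49 in innate immune response (median -1.44) and all 19 in antigen processing and presentation (median -1.38). Over the alternatives, calls fell to as few as 52 in immune system process, 27 in inflammatory response and 25 in immune response. They fell to 35 in innate immune response and 13 in antigen processing and presentation. These genes had more counts than those of the transport terms, with a median of 504.2 mean normalized counts for immune system process.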

Although the upregulated DEGs were also enriched in immune-and inflammatory-associated pathways, the gene number was significantly lower than that of downregulated genes (Fig. 5C). Next, we merged genes from the four immune-and inflammatory-associated pathways, including “immune system process”, “inflammatory response”, “immune response”, and “innate immune response”, which resulted in 129 downregulated genes and 17 upregulated genes (Table S5). 

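All 129 genes that Table S5 lists as downregulated had a negative log2 fold change in the libraries labelled LN, with a median of -1.46 and a lowest value of -5.32, and 123 of them were called. All 17 genes listed as upregulated had a positive one, with a median of 1.57 and a range from 1.03 to 2.88, and 15 were called. Adjusted over each list alone, 128 and 16 genes passed. Since the lists are the paper's own calls on these libraries, neither count shows stability. The groups did not overlap for 117 of the 129 genes and for 14 of the 17, where chance gives 10%. Counts for the lower genes ranged from 83 to 129 over the alternatives. Those for the higher genes ranged from 1, under limma on log2(FPKM + 1), to 16.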

We plotted a heatmap of these genes, which showed that the expression of these genes differed between the LN and control samples (Fig. 5D).

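Among called Table S5 genes with at least 50 counts on average and non-overlapping groups, Cfi had the largest decrease. It fell from 449.7 ± 109.9 to 49.7 ± 40.2 normalized counts (SD, n = 3), a log2 fold change of -3.15 (standard error 0.41, adjusted p = 0.000118 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Vnn1 (-2.80, standard error 0.22) and Cd163 (-2.70, standard error 0.55) came next in log2 fold change. The 3 control libraries held 339, 79 and 60 reads on Cd163, so its mean rests largely on control replicate 1. Among the largest increases in the libraries labelled LN were those of Mep1b (1.88, standard error 0.34) and Oas2 (1.61, standard error 0.20).

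**Figure D5:**
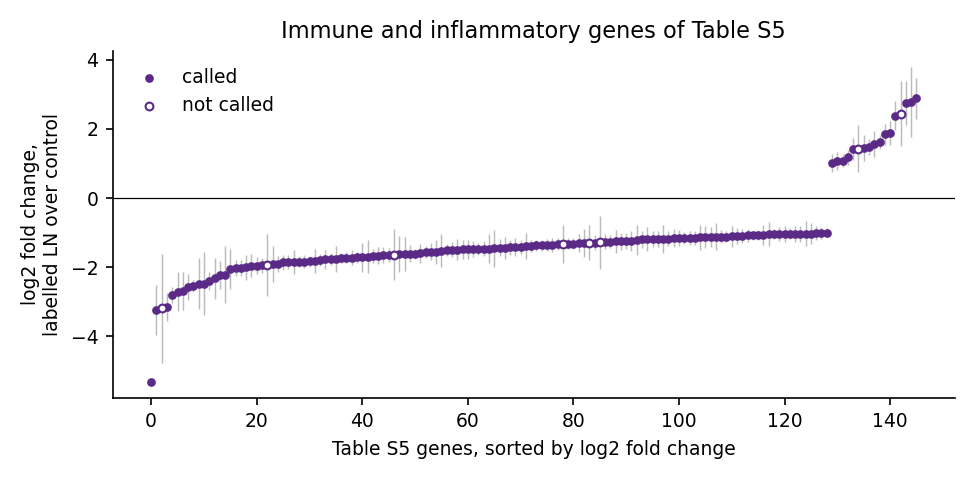
Log2 fold change of the 146 genes of Table S5, sorted, with standard errors, for the libraries labelled LN against those labelled control; filled points are called genes and open points are not. The 129 genes listed as downregulated lie below 0 and the 17 listed as upregulated lie above 0.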

**Figure 5:**
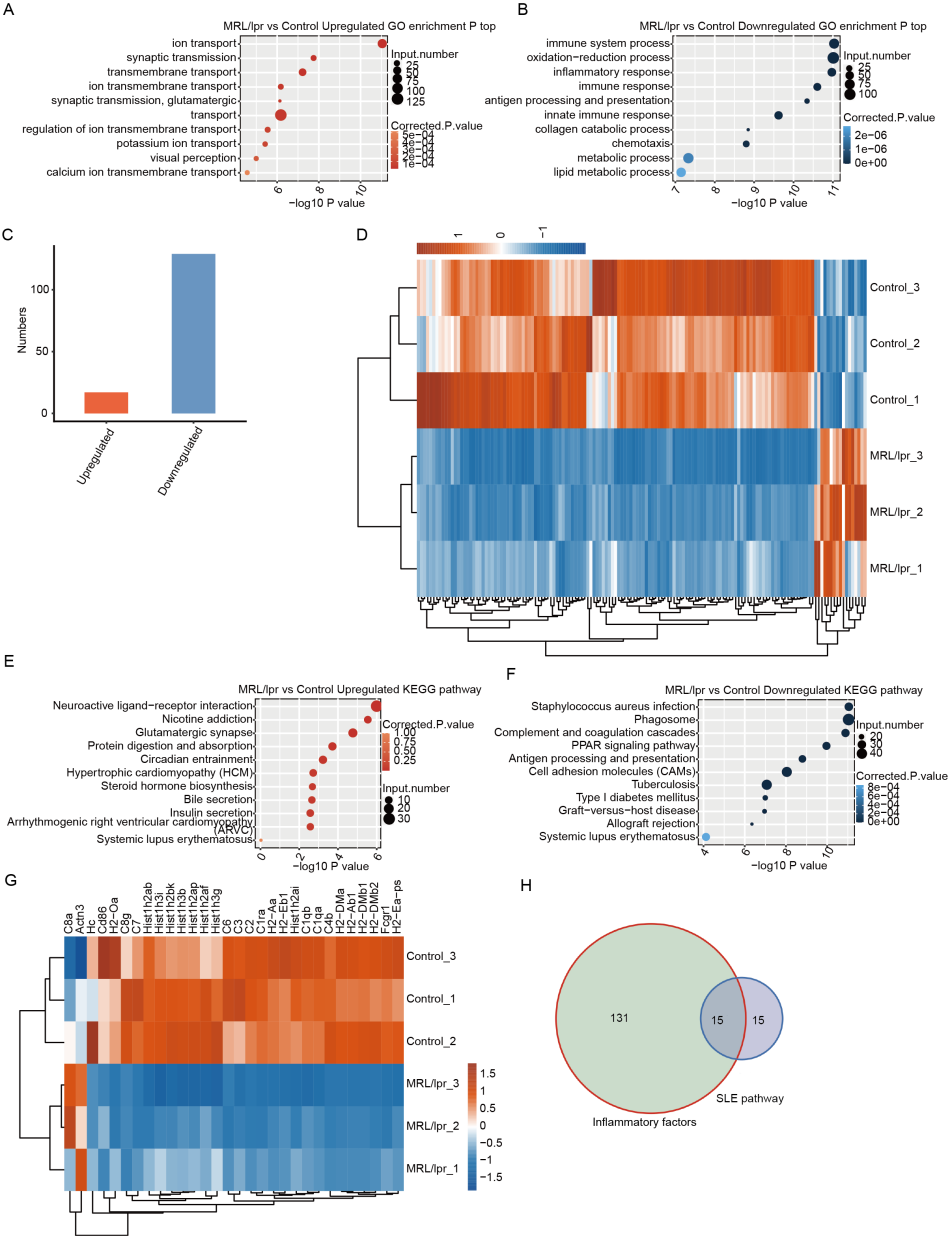
Functional analysis of differentially expressed mRNA genes. (A and B) The top 10 GO analysis terms for upregulated (A) and downregulated (B) DEGs in LN mice. (C) The number of upregulated and downregulated immune and inflammatory genes in LN mice. (D) Hierarchical clustering and heatmap of six samples based on all the differentially expressed immune and inflammatory genes. (E and F) The KEGG pathway for upregulated (E) and downregulated (F) DEGs in LN mice. (G) Hierarchical clustering and heatmap of six samples based on all differentially expressed SLE-associated genes. (H) Overlap of the differentially expressed inflammatory genes and SLE-associated genes.

To further demonstrate the functional roles of these DEGs, KEGG pathway analysis was performed for the DEGs. The results showed that upregulated genes were enriched in neuroactive ligand–receptor interactions and glutamatergic synapses (Fig. 5E). The downregulated genes were enriched in such pathways as the response to *Staphylococcus aureus* infection and antigen processing and presentation (Fig. 5F). Notably, both downregulated and upregulated genes were enriched in systemic lupus erythematosus (Fig. 5E and 5F). However, there were 28 downregulated genes associated with systemic lupus erythematosus, but only 2 upregulated genes. 

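Of the 30 SLE-associated genes in Table S6, 26 were called as lower and 2 as higher in the libraries labelled LN. The median log2 fold change was -1.54, and the groups did not overlap for 28 of the 30 genes, where chance gives 10%. Adjusted over the list alone, all 30 passed, although the list holds the paper's own calls. C4b had the largest decrease, from 5197 ± 532.7 to 1139 ± 249.2 normalized counts (SD, n = 3), a log2 fold change of -2.19 (standard error 0.17, adjusted p = 8.63e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was followed in log2 fold change by H2-DMb2 (-2.11, standard error 0.20) and C6 (-2.07, standard error 0.25). The higher genes were Actn3, with a log2 fold change of 1.33 (standard error 0.46) on 4 to 21 counts per library, and C8a (1.57, standard error 0.38), whose groups overlapped. The number of lower genes stayed between 20 and 28 over the alternatives, and that of higher genes between 0 and 2.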

A heatmap of these genes could separate the LN and control samples (Fig. 5G). In addition, approximately half of these SLE-associated genes were inflammatory factors (Fig. 5H, Table S6). These results showed that the expression of many immune and inflammatory factors was repressed in kidney tissue with LN.

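Table S6 lists 15 genes as both SLE-associated and inflammatory. Of these, 13 were called as lower and 1 as higher in the libraries labelled LN, with a median log2 fold change of -1.67.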

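By family, 7 of the 8 histone genes of Table S6 were called as lower in the libraries labelled LN (median log2 fold change -1.36), as were all 8 H2 genes (median -1.77) and 9 of the 11 complement genes (median -1.67). H2 genes are close relatives of each other and can share reads. In every setting, each tested histone and H2 gene of the list was lower, and so was every tested complement gene except 1. Sets of marker genes for cell types and processes, written down without reference to these libraries, gave values that do not rest on the paper's calls. Of the MHC class II set, 8 of 10 genes were called as lower, and of the macrophage set 9 of 12 (median log2 fold change -1.35). For T cells these were 2 of 12 (median -0.89), for B and plasma cells 4 of 12 (median -0.71), and for tubular injury 9 of 10 (median -1.65). The interferon response set was mixed, with 2 of 14 genes called as higher and 3 as lower (median -0.37). With each library left out in turn, the B and plasma cell median ran from -1.13 to -0.27. That of the interferon response set ran from -0.52 to -0.16. As sets, 0 of 13 passed limma's camera test, with a smallest adjusted p of 0.122 after Benjamini-Hochberg adjustment, and 1 had an unadjusted p under 0.05, that of nuclear-retained lncRNA. From the excess of lower genes in the immune terms and the SLE list, the paper concludes that many immune and inflammatory factors were repressed in LN kidneys.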

### LncRNAs may regulate the expression of immune and SLE-associated genes in the kidneys of LN mice

To determine the function of these DElncRNAs, we first identified the DElncRNAs with expressed mRNAs located within 10 kb upstream or downstream. 

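Of the 757 called lncRNA genes, 734 had coordinates in GENCODE M21. Within 10 kb on either side, 573 of these had at least 1 expressed mRNA gene, which gave 834 pairs with 771 mRNA genes. In 520 of the pairs the lncRNA gene and the mRNA gene overlapped, so reads of one can be counted on the other.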

There were 10,462 of 11,257 DElncRNAs with 2994 expressed mRNA genes. Next, the Pearson correlation coefficient for the expression of the DElncRNAs and mRNAs was calculated. DElncRNAs and mRNAs were considered to be coexpressed when the absolute value of the correlation coefficient was more than 0.6 with *P* -values <0.05. We identified 7,225,223 coexpressed pairs by 104,62 DElncRNA and 1,455 mRNA. 

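The 757 called lncRNA genes and 18167 expressed mRNA genes form 13752419 pairs. With an absolute r above 0.6 and an unadjusted p under 0.05 over the FPKM values of the 6 libraries, 5103500 pairs (37.1%) were coexpressed, 766637 positively and 4336863 negatively. These pairs held all 757 lncRNA genes and 16740 mRNA genes. On log2(FPKM + 0.1), 14252 of the 18167 mRNA genes were lower in the libraries labelled LN, against 10542 under TMM. Most called lncRNA genes were higher, so the excess of negative pairs can follow in part from the FPKM scale. The 6 libraries fall into 2 groups, and any gene that differs between the groups correlates with any other such gene. After each group's mean was subtracted, the alternative that moved the share most, 680984 pairs (4.95%) passed. Before the subtraction, 53.5% of pairs with a called mRNA gene and 34.6% of pairs with other mRNA genes were coexpressed, and after it 5.21% and 4.91%. With an absolute r of at least 0.7 and p under 0.01, as in the paper's methods, the share was 14.1%.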

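Of the 834 pairs within 10 kb, 312 (37.4%) met the coexpression criteria, about the share found among all pairs of lncRNA and mRNA genes. They held 252 lncRNA genes and 297 mRNA genes, with 80 positive and 232 negative pairs, a balance that rests on the FPKM scale as well. After each group's mean was subtracted, 3.60% of the pairs passed. Of the 297 mRNA genes, 60 were themselves called.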

Finally, we identified 778 mRNAs that were located within 10kb upstream or downstream of 2,181 coexpressed DElncRNAs. These mRNAs were considered to be the potential targets of the DElncRNAs (Fig. 6A). 

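In the first of the 4 neighbouring pairs in Fig. 6B–E, the lncRNA gene Gm26601 (chromosome 13, 9387139 to 9391741) lies inside Dip2c on the same strand. Gm26601 rose from 28.1 ± 10.6 to 239.4 ± 21.5 normalized counts in the libraries labelled LN (SD, n = 3), a log2 fold change of 3.09 (standard error 0.28, adjusted p = 1.65e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Dip2c had a log2 fold change of 0.05 (standard error 0.12), and -0.47 under limma on log2(FPKM + 0.1). The lncRNA gene 2500002B13Rik, 3030 bases from Hmgb2, had a log2 fold change of 1.65 (standard error 0.32), against -0.21 (standard error 0.15) for Hmgb2, which was not called. Gm26556 lies inside Ppp1r9a on the same strand and held 0 or 1 counts per control library and 6 to 8 per LN library, so its control group lies under the floor of 3 counts and only a lower bound of its change is known. Ppp1r9a itself was called as higher, with a log2 fold change of 1.30 (standard error 0.14), so reads of its introns can reach Gm26556. For 1700020N18Rik and Hes6, which lie 5454 bases apart, the log2 fold changes were -0.54 (standard error 0.42) and -0.95 (standard error 0.15). Neither was called, although Hes6 was called in 4 of 19 alternatives. Over the FPKM values of all 6 libraries each of these pairs met the coexpression criteria, and after each group's mean was subtracted none did. Within a group there are 3 libraries, too few to test whether the members of a pair vary together.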

The expression of two positive and two negative pairs of DElncRNAs and mRNAs was validated by qPCR (Fig. 6B–E). This result was observed by both qPCR and RNA-seq.

**Figure 6:**
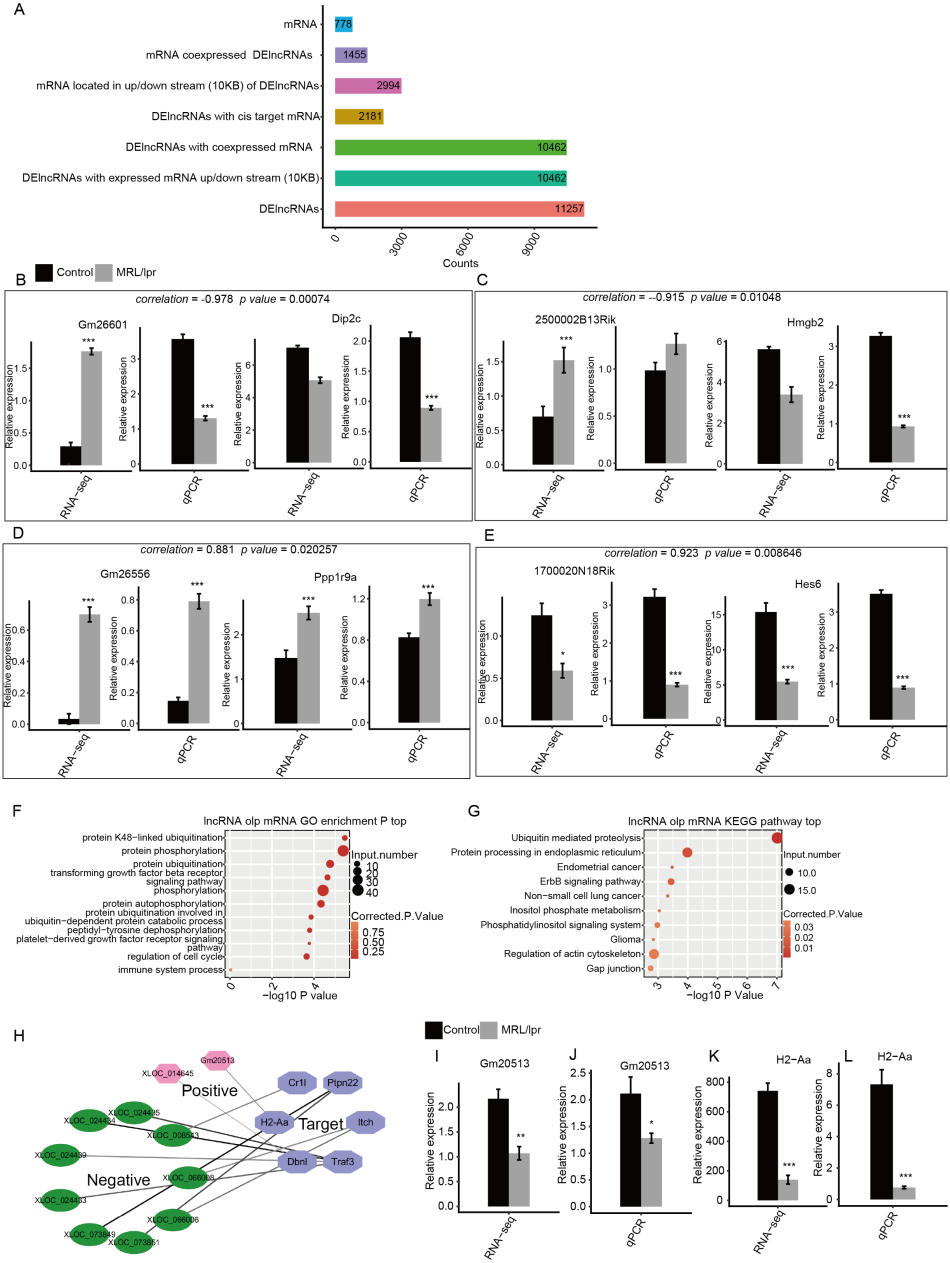
Functional analysis of differentially expressed lncRNA genes. (A) Number of DElncRNAs and their cis-target mRNA genes. (B–E) RT-qPCR validation of the expression levels of four DElncRNAs and their cis-target mRNAs. (F) The top 10 GO analysis terms for DElncRNA cis-target mRNA genes. (G) The KEGG pathway for DElncRNA cis-target mRNA genes. (H) Coexpression network between DElncRNAs and six cis-target SLE and immune genes. (I–L) RT-qPCR validation of the expression levels of the DElncRNA Gm20513 and its cis-target SLE gene (H2-Aa). RNA-seq (FPKM) and RT-qPCR are presented. Data are presented as the mean ±  standard deviation (SD). Student’s *t*-test was performed to compare LN and control mice with the significance set at a *P* value of less than 0.05. * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.01.

Next, GO analysis was performed to annotate the function of DElncRNA-target mRNAs. The results showed that these genes were enriched in such pathways as protein ubiquitination, protein phosphorylation and the transforming growth factor beta receptor signaling pathway (Fig. 6F). In particular, these genes were also enriched in the immune system process pathway, which includes six genes (Fig. 6F). We then annotated these DElncRNA-target mRNA genes by KEGG pathway analysis. The results showed that these genes were enriched in pathways including ubiquitin-mediated proteolysis and phosphatidylinositol signaling system (Fig. 6G). 

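H2-Aa, a gene of the MHC class II region on the minus strand of chromosome 17 (34282744 to 34287823), held 24696 to 28943 reads per library labelled control and 2797 to 6246 per library labelled LN. In FPKM the means were 741.7 ± 90.7 and 139.8 ± 51.4 (SD, n = 3). Its log2 fold change was -1.90 (standard error 0.22, adjusted p = 6.42e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it lay between -2.48 and -1.65 in all alternatives.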

Notably, one gene (H2-Aa) was annotated with systemic lupus erythematosus according to KEGG analysis (Fig. 6G). Next, we plotted the coexpression network of these SLE and immune genes and DElncRNAs. The results showed that 11 DElncRNAs were coexpressed with these genes and may have targeted these genes (Fig. 6H). qPCR confirmed that lncRNA Gm20513 positively regulated the expression of the SLE-associated gene H2-Aa in kidney tissue (Fig. 6I–L). 

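Gm20513, a lincRNA gene on the same strand as H2-Aa and 5250 bases from it (34293073 to 34308070 of chromosome 17), held 32, 43 and 34 reads in the libraries labelled control and 17, 23 and 14 in those labelled LN. Normalized, these were 30.9 ± 6.03 and 21.98 ± 4.79 counts (SD, n = 3). The log2 fold change was -0.49 (standard error 0.35, adjusted p = 0.331 from edgeR's test with Benjamini-Hochberg adjustment), and the groups overlapped (exact two-sided permutation test, p = 0.2). In FPKM the means were 2.17 ± 0.331 and 1.07 ± 0.233 (SD), and neither the FPKM values nor the reads before normalization overlapped. Gm20513 was called in 1 of 19 alternatives, the one with the authors' FPKM library factors, which was chosen after seeing the data. In the paper's RT-qPCR values (Table S7) the ratio of LN to control was 0.105 for H2-Aa and 0.693 for Gm20513, and the groups overlapped for Gm20513. Of the other mRNA genes in Fig. 6H, Ptpn22 was called as lower (log2 fold change -1.41, standard error 0.25), and Itch (-0.57), Dbnl (-0.66), Traf3 (-0.31) and Cr1l (-0.26) were not called. None of these genes or H2-Aa had a called annotated lncRNA gene within 10 kb. Gm20513 and H2-Aa met the coexpression criteria over the 6 libraries, with a positive r, but not after each group's mean was subtracted. From the coexpression of neighbouring genes and the RT-qPCR, the paper states that Gm20513 positively regulates the expression of H2-Aa in kidney tissue.

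**Figure D6:**
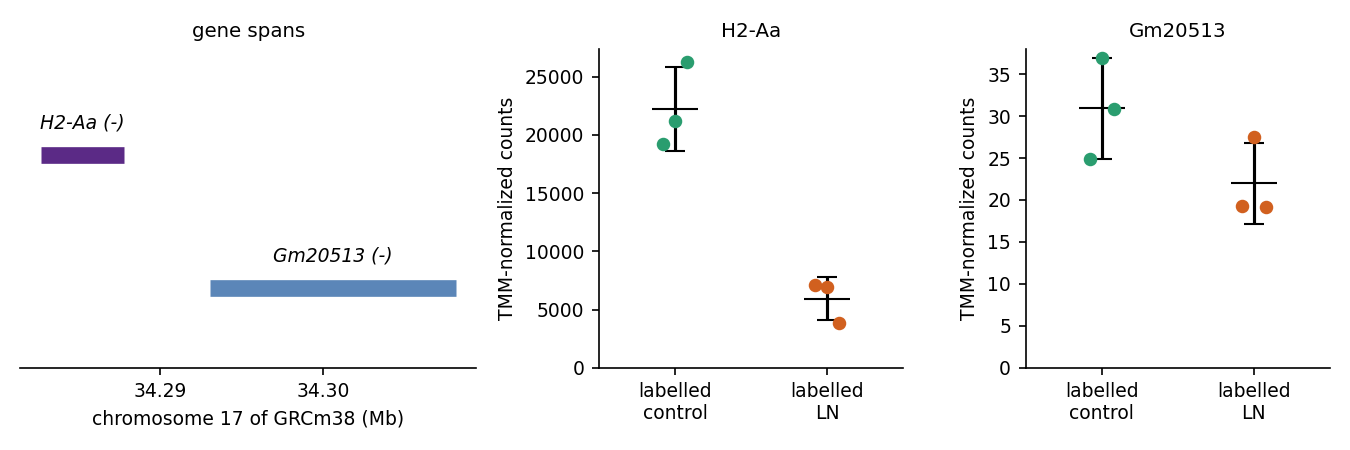
Positions of H2-Aa and Gm20513 on chromosome 17 (GRCm38) and normalized counts of both genes in each library, with the mean and SD per group as labelled. H2-Aa separates the groups, while the groups overlap for Gm20513 (30.9 against 21.98 on average).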

The qPCR results were consistent with those obtained by RNA-seq. All these results indicated that some lncRNAs may regulate the expression of immune and SLE-associated genes in the kidneys of LN mice.

## Discussion

SLE is a systemic disease that can affect various organs, and there is a high incidence of kidney damage, which is referred to as LN (Davidson & Aranow, 2010). This kidney damage is a considerable cause of mortality and disability in patients with SLE and includes glomerular, tubular, renal interstitial and blood vessel destruction (Wu et al., 2017). In this study, we sought to elucidate the differential molecular signaling pathways involving lncRNAs that may account for increased disease in a mouse model of LN, MRL/lpr mice. Comparison of transcriptomic profiles showed that DEGs were involved in immune, inflammatory response and systemic lupus erythematosus pathways. Pathway analysis showed that DElncRNAs also targeted and regulated the expression of immune and SLE-associated genes, suggesting a potential role played by lncRNAs in immune disorders and kidney injury in LN mice.

In fact, many studies have explored the role of aberrant expression of mRNA, miRNA and lncRNA in blood or blood-derived cells from patients with SLE (Geng et al., 2020; Li et al., 2019a; Luo et al., 2018; Wu et al., 2019; Xu et al., 2020; Ye et al., 2019). To the best of our knowledge, only one study has characterized the differential expression of lncRNAs in kidney tissue between patients with SLE and patients with kidney tumors (paracarcinoma tissues) (Liao et al., 2019). In this study, we examined the profiles of mRNA and lncRNA expression in kidney tissue of LN and normal control mice. Notably, LN and control mice showed differential expression profiles of both mRNAs and lncRNAs in kidney tissues. This result is consistent with the findings of previous studies showing that the expression profiles of mRNAs and lncRNAs in blood or derived cell samples could distinguish SLE and healthy controls (Geng et al., 2020; Luo et al., 2018). 

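The lncRNA gene Neat1 (minus strand of chromosome 19, 5824708 to 5845478) held 5990 to 7222 reads per library labelled control and 34948 to 49843 per library labelled LN. The normalized counts gave a fold of 9.11 (adjusted p = 1.17e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its log2 fold change lay between 2.54 and 3.35 in all alternatives. In FPKM the means were 10.5 ± 0.790 and 65.9 ± 9.27 (SD, n = 3), a fold of 6.30.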

For example, our results showed a 6-fold upregulation of lncRNA Neat1 in LN mice. It has been shown that Neat1 functions as a novel inflammatory regulator acting through the MAPK pathway in human lupus (Zhang et al., 2016). Notably, our study showed that both the numbers of upregulated lncRNAs and mRNAs were greater than the number of downregulated lncRNAs and mRNAs, especially lncRNAs. In addition, we identified a large number of novel lncRNAs in the kidneys of mice, and most of these lncRNAs were upregulated. Thus, further research is warranted to verify the reliability of these lncRNAs in the kidney tissue of LN mice.

The immune system is strongly associated with LN (Davidson, 2016; Davidson & Aranow, 2010). In our study, both downregulated and upregulated mRNA genes were enriched in immune response and inflammatory response, suggesting that deregulated mRNAs may play a crucial role in immune regulation in LN. KEGG pathway analysis revealed that some DEGs could contribute to the pathogenesis of SLE. This finding further suggests that the dysregulated activation of immune system function is strongly correlated with LN. In fact, a study showed that SLE induces inflammation by increasing the expression level of the lncRNA TUG1 in mice (Xu, Deng & Zhang, 2018). It is important to determine the potential expression relationship between protein-coding genes and lncRNAs by constructing a lncRNA-mRNA coexpression network (Liu et al., 2017). This approach has been demonstrated to be a useful means deducing the potential function of lncRNAs by examining them in close relation to mRNAs whose functions have already been annotated in SLE (Joslyn et al., 2018; Luo et al., 2018; Wang et al., 2018; Yang et al., 2017). In our study, we showed that 11 DElncRNAs targeted and c-expressed with six immune and SLE-associated genes. For example, lncRNA Gm20513 positively regulates the expression of the SLE-associated gene H2-Aa. H2-Aa is one of the major histocompatibility complex class II molecules (Kaufman et al., 1984), is expressed by intrinsic renal cells and is required for crescentic glomerulonephritis (Li et al., 1998). It is possible that these specific coexpressed mRNA-lncRNA networks are involved in the mechanism underlying the pathogenesis of LN. In fact, a previous study showed that linc00513 was a novel positive regulator of the type I interferon pathway by promoting the phosphorylation of the transcription factors STAT1 and STAT2 in SLE patients (Xue et al., 2018). Long noncoding RNA TUG1 protects renal tubular epithelial cells against injury induced by lipopolysaccharide by regulating microRNA-223 (Xu, Deng & Zhang, 2018). LncRNA THRIL contributes to lipopolysaccharide-induced HK-2 cell injury by sponging miR-34a (Deng et al., 2018). We surmise that lncRNAs sponge microRNAs or interact with transcription factors to regulate the expression of downstream target genes. It would be meaningful to further verify whether Gm20513 regulates the expression of H2-Aa via knockdown or overexpression, and to explore the molecular mechanisms underlying LN in kidney tissues.

## Conclusions

This study presented a comprehensive expression profile of lncRNAs and mRNAs in the kidney tissues of mice with LN. Our study demonstrated that both lncRNAs and mRNAs exhibited different expression profiles in LNs compared with healthy controls. These results help to elucidate the possible mechanisms involving lncRNAs and mRNAs, which are implicated in the development and pathogenesis of LN. Thus, the results of our study establish a foundation for future studies seeking to elucidate the underlying mechanisms of LN via a signal transduction cascade network involving lncRNAs.

##  Supplemental Information

10.7717/peerj.10668/supp-1 Supplemental Information 1 Primers that were used for qPCR in DEGs and DELncRNAs Click here for additional data file.

10.7717/peerj.10668/supp-2 Supplemental Information 2 Summary of sample names, description, the RNA-seq sequencing information and mapping results in each sample Click here for additional data file.

10.7717/peerj.10668/supp-3 Supplemental Information 3 GO biology process terms of upregulated genes in kidney of LN mouse Click here for additional data file.

10.7717/peerj.10668/supp-4 Supplemental Information 4 GO biology process terms of downregulated genes in kidney of LN mouse Click here for additional data file.

10.7717/peerj.10668/supp-5 Supplemental Information 5 List of 129 downregulated genes and 17 upregulated genes enriched in immune- and inflammatory- assocaiated pathways (related to Fig. 5C) Click here for additional data file.

10.7717/peerj.10668/supp-6 Supplemental Information 6 List of inflammatory factors, SLE-associated genes and overlapped genes (related to Fig. 5F) Click here for additional data file.

10.7717/peerj.10668/supp-7 Supplemental Information 7 Urine protein content, serum creatinine concentration, serum anti-double-stranded DNA antibody titers, & RT-qPCR raw data Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

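Kidney RNA of 3 MRL/lpr mice (LN) and 3 MRL/MpJ mice (control) was compared, with 1 library per mouse. The groups were taken from the sample labels, and replicate numbers from the same labels, which match the sample names in the paper's Table S2. The mice are different animals, so equal replicate numbers do not form pairs, and a fit with the replicate number as a block was run only as an alternative. The paper gives an age of 18 weeks, while the labels give 12 weeks at purchase and 2 weeks of acclimatisation.

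The authors selected polyadenylated RNA, sequenced directional paired-end libraries, removed adapters and low-quality reads, mapped the reads to the mouse genome with TopHat2 allowing 2 mismatches, and discarded reads that mapped to multiple places. The deposited counts are whole numbers of reads per annotated gene without normalization. The deposited FPKM values are the authors' own, scaled by gene length and by library, and rounded to a few decimals. The ratio of counts to FPKM was 1 constant per gene times 1 factor per library, recovered from 4291 genes with more than 500 counts and FPKM above 5 in every library. Relative to control replicate 1 this factor ran from 0.953 to 1.03, while the counted reads of the LN libraries were 0.564 to 0.617 of those of control replicate 1. The paper's text names neither the genome build, the annotation release nor the counting tool. It states that antisense reads were discarded before the FPKM of lncRNA genes was recalculated, and does not say this of counts.

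The count table lists 28173 genes of 38 types, 13 of which are missing from the FPKM table. The 28160 genes with FPKM above 0 in at least 1 library were tested. Protein-coding genes were called mRNA genes, and 7 annotated types were merged as lncRNA genes. The tables list 0 genes assembled by Cufflinks, so assembled lncRNA genes are not analysed here, and the share of reads on annotated lncRNA genes was reported in place of the share on assembled genes. Gene positions came from GENCODE M21 (GRCm38), where 27931 genes (99.1%) were matched by Ensembl identifier and 242 were not.

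Differential expression was tested on the deposited counts with edgeR 4.0.16 (TMM factors, quasi-likelihood F test) in R 4.3.3, with Benjamini-Hochberg adjustment over all 28160 genes. A gene was called at an adjusted p under 0.05 and a change of at least 2-fold. Normalized counts are counts scaled by the TMM effective library sizes. Marker sets, 13 in number, were tested with camera from limma 3.58.1 with an estimated correlation between genes and Benjamini-Hochberg adjustment over the sets. PCA used log2(FPKM + 1) with genes centred and scaled, and correlations between libraries were computed across genes on the same values. Coexpression used the deposited FPKM of the 6 libraries with an absolute Pearson r above 0.6 and an unadjusted p under 0.05, and neighbouring genes were those within 10 kb. Single values were compared with exact two-sided permutation tests, whose smallest p is 0.1 for 3 libraries against 3. Intervals for shares of a single library are 95% Wilson intervals. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

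Between 14992204 and 26561935 reads per library were counted on genes. A fold against a group at or under 3 counts was treated as a lower bound.

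The genes named are Fas, the genes with their own panels in Fig. 4 and Fig. 6, the mRNA genes of Fig. 6H, Neat1, members of the marker sets, and genes with the largest fold changes. The last were the 3 in each direction among mRNA genes, among annotated lncRNA genes and in Tables S5 and S6 that were called, had at least 50 counts on average and had non-overlapping groups. Actn3, C8a, Gm26917, mt-Rnr1 and mt-Rnr2 fall outside this rule and were chosen after their values were seen. Some genes that the rule selects are not reported here. The lncRNA genes of Fig. 6H other than Gm20513 were not examined by name.

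Alternatives to each choice were run one at a time. They were DESeq2's size factors, library totals and TMM factors from mRNA genes in place of TMM; DESeq2 1.42.0 and edgeR's exact test in place of the quasi-likelihood test; limma's trend method on log2(FPKM + 0.1) and log2(FPKM + 1) in place of counts; filterByExpr and at least 10 counts in every library as filters; unadjusted p; counts thinned to the smallest library; the replicate block; and each library left out in turn. Other thresholds of expression, transformations before PCA and criteria for coexpression were run too. Added after seeing the data were the authors' FPKM library factors as library sizes, all other gene types or all annotated genes counted as mRNA genes, the FPKM version of the count of non-overlapping groups, and leaving out libraries for the share of reads on lncRNA genes.

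The steps were tested on simulated data with 3 libraries against 3. Of 200 changed genes among 27142, the edgeR test recovered 197 and called 0 of 26942 unchanged genes. Limma on log2(FPKM + 0.1) recovered 165 and called 40 unchanged genes, and on log2(FPKM + 1) it recovered 144 and called 1. Camera gave the changed set of 20 genes an adjusted p of 0.00173 after Benjamini-Hochberg adjustment and passed 0 other sets of 10 in all. The coexpression step found 200 of 200 linked genes and called 4.65% of the unlinked ones. In the simulated fits the changes were balanced between directions, lay above the 2-fold threshold and fell on genes above a minimum count. Genes varied independently with a fixed dispersion, and FPKM was scaled by library totals. The deposited data differ in these respects. The simulations therefore check that the steps work as meant, and do not give their error rates on the deposited data.

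The enrichment of GO terms and KEGG pathways was not repeated, since the paper's text does not name the version of the terms used. Fig. 1 and the RT-qPCR have no libraries among the files, and RT-qPCR values are given only as the paper's.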

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

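The tests of RNA without a poly(A) tail and of mitochondrially encoded RNA of all kinds were chosen only after the result had been seen. Groups of 3 libraries were not examined for single libraries far from the rest. Directions are those of the libraries as labelled.

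Genes of types outside mRNA and lncRNA, which the paper does not discuss, gave a signal: 1312 of them were called as higher in LN and 92 as lower. They include TEC loci, which await experimental support (770 higher and 2 lower of 1525 tested), processed pseudogenes (261 higher and 19 lower of 1894) and snoRNA genes (67 higher and 0 lower of 373). The numbers were 1397 higher and 71 lower with TMM factors from mRNA genes, and 955 higher and 204 lower with the authors' FPKM library factors, so the direction did not flip with the scaling. Among 917 loci of these types inside an intron of an mRNA gene on the strand of the host, the median log2 fold change was 1.93, and 1.94 relative to the host. It was 0.98 for 53 loci on the opposite strand and 0.94 for 414 loci outside genes. The difference between loci on the same and on the opposite strand was 0.95. That between loci on the same strand and loci outside genes was 0.99 (permutation test over loci, p = 0.0001 for each, the smallest that 10000 permutations can give). Loci are not independent replicates and share the same 6 libraries, so this p does not measure variation between mice. A candidate explanation for the excess on the host's strand is therefore unspliced host transcripts counted on loci inside introns. It does not cover the loci on the opposite strand and outside genes, which were higher as well. Genomic DNA in the libraries would raise loci in all 3 places, and the median of 0.94 outside genes cannot be told apart from that explanation. Reads shared between a processed pseudogene and its parent gene were not tested. The condition as labelled is the only biological factor in the design, and it cannot be told apart from these technical explanations.

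Mitochondrial rRNA, which the paper does not discuss, took 2.42 ± 0.544% of the counted reads in LN and 0.456 ± 0.357% in control (SD, n = 3; exact two-sided permutation test, p = 0.1, the smallest possible). The single libraries held 1.84, 2.50 and 2.92% in LN and 0.231, 0.268 and 0.867% in control. Counting error is small beside these differences, since the 95% Wilson interval of LN replicate 3 was 2.91 to 2.92%. Of the 2 genes, chosen after their values were seen, mt-Rnr2 had a log2 fold change of 2.43 (standard error 0.41) and mt-Rnr1 one of 0.81 (standard error 0.63), which was not called. Of 19 alternatives, 17 called mt-Rnr2, and 1 called mt-Rnr1, whose log2 fold change ranged from 0.29 to 2.59. Carry-over of RNA without a poly(A) tail was tested on 65 histone genes, whose mRNA largely lacks the tail. Their median log2 fold change was -0.48, with 12 genes higher and 53 lower, but cell division also sets histone mRNA, and the cell cycle set was lower as well (median -1.27). Genes typed as snRNA (31 called as higher and 1 as lower of 283 tested) and snoRNA (67 and 0 of 373) went the other way. They were not part of this test, and loci inside introns can hold reads of host transcripts. Carry-over can therefore not be told apart. The mRNA genes encoded in mitochondria rose by a median of 2.04 against 1.62 for the rRNA genes, a difference of 0.42, and all 13 of them were called as higher. This is consistent with mitochondrially encoded RNA of all kinds being higher in LN, rather than rRNA alone. As a set, these genes had a camera p that did not pass after Benjamini-Hochberg adjustment (adjusted p = 0.306), although 13 of 13 genes were higher. A biological difference in mitochondrial RNA may underlie the pattern. The paper describes checks of RNA quality and integrity, but its text gives no values per library. The tissue sampled was not tested here, and carry-over remains open.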

How the results depend on the processing

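All choices behind the reported values, and the alternatives to them, were made before the data were examined, apart from those described as chosen after seeing the data. Directions are those of the libraries as labelled.

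The scaling between libraries had the widest effect. Relative to TMM, the log2 fold changes of 13992 genes with at least 50 counts on average moved by a median of 0.03 with DESeq2's size factors, 0.09 with library totals and 0.16 with TMM factors from mRNA genes. They moved by -0.53 with the authors' FPKM library factors, chosen after seeing the data, by -0.52 with limma on log2(FPKM + 0.1) and by -0.46 with limma on log2(FPKM + 1). The median itself was -0.16 for these genes and 0.09 for all tested genes under TMM, so the fold changes of single genes under FPKM are to be read against that shift. The share of higher genes among called mRNA genes was 45.3% under TMM, 55.5% with library totals, 60.7% with TMM factors from mRNA genes, 6.80% and 3.84% with limma (+ 0.1 and + 1) and 9.49% with the FPKM library factors. Among all annotated genes it was 68.2%, against 78.2% with TMM factors from mRNA genes, 26.4% and 11.8% with limma and 27.6% with the FPKM library factors. Among annotated lncRNA genes it was 94.8%, against 79.5% and 78.6% with limma and 78.7% with the FPKM library factors. The FPKM factors and limma on FPKM share the authors' library factor, which accounts for the median shift. Why that factor departs from the counted reads was not tested.

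With limma on log2(FPKM + 0.1), the called genes were 291 mRNA genes higher and 3987 lower, 318 lncRNA genes higher and 82 lower, and 1514 annotated genes higher and 4220 lower. With limma on log2(FPKM + 1) they were 102 and 2552 mRNA genes, 55 and 15 lncRNA genes, and 353 and 2635 annotated genes. In simulated data, with changes only in genes above a minimum count, limma on log2(FPKM + 1) also recovered fewer changed genes (72% against 98.5% for edgeR). The lncRNA genes were not simulated apart. With the FPKM library factors the called genes were 479 and 4571 mRNA genes, 428 and 116 lncRNA genes, and 1862 and 4891 annotated genes. The filter of at least 10 counts in every library left 799 lower mRNA genes, 370 higher and 9 lower lncRNA genes, and 1872 higher and 840 lower annotated genes. It removes genes and also changes the normalization, and these were not tested apart. At an unadjusted p, 61 lncRNA genes were lower. Counting all other gene types as mRNA genes gave 2413 higher mRNA genes, and counting all annotated genes gave 3131 higher mRNA genes and 28160 expressed ones, both chosen after seeing the data. The remaining alternatives with all libraries changed these counts by a factor of 1.5 or less.

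Called Table S5 genes higher in LN numbered 5 and 1 with limma (+ 0.1 and + 1) and 7 with the FPKM library factors. Table S6 genes higher in LN numbered 1 with DESeq2's test, 0 with limma on either scale, 1 with at least 10 counts in every library, 1 with the replicate block and 1 with the FPKM library factors, against 2. The lower genes of these tables stayed within a factor of 1.5 in every setting. Fas stayed higher in LN in every setting and fell below 2-fold at a log2 fold change of 0.61 and 0.45 with limma (+ 0.1 and + 1) and 0.63 with the FPKM library factors. Dip2c, at 0.05 under TMM, reversed to -0.47 and -0.41 with limma and -0.48 with the FPKM library factors, each move being about the size of the median shift of that scale. Apart from the shift, the cause of these changes was not tested.

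The lncRNA share of reads differed by 2.78 percentage points in summed FPKM, against 5.86 in counts. The first component held 75.8% (mRNA) and 67.8% (lncRNA) of the variance among genes with mean FPKM of at least 1, and 85.9% and 74.2% with genes centred only. The mean correlation between groups was 0.672 for mRNA genes in FPKM without a logarithm, and 0.910 (mRNA) and 0.831 (lncRNA) for genes with mean FPKM of at least 1. Expressed lncRNA genes numbered 2295 at FPKM of at least 0.1, 614 at FPKM of at least 1 and 1470 at 10 or more counts. The share of coexpressed pairs was 14.1% at an absolute r of at least 0.7 and p under 0.01, and 4.95% after group means were subtracted. That last value shows that most coexpressed pairs rest on the difference between the groups. The cause of the other changes was not tested.

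Across the 6 fits that each left out 1 library, called mRNA genes ran from 871 to 1182 higher and from 1035 to 1753 lower, lncRNA genes from 547 to 722 higher and from 22 to 41 lower, and annotated genes from 2463 to 3162 higher and from 1131 to 1919 lower. Table S5 genes ran from 89 to 119 lower and from 12 to 15 higher, and Table S6 genes from 20 to 26 lower and from 1 to 2 higher. The log2 fold change of Fas ran from 1.01 to 1.29, and the number of marker sets past the threshold stayed at 0, with 0 to 1 at an unadjusted p under 0.05. The first component ran from 63.3 to 67.8% for mRNA genes and from 39.8 to 43.1% for lncRNA genes, and the correlation between groups from 0.951 to 0.963 and from 0.896 to 0.916. The difference in the lncRNA share ran from 5.34 to 6.25 points, expressed mRNA genes from 18012 to 18063 and expressed lncRNA genes from 3836 to 3895, and the coexpressed share from 25.4 to 30.9%. The last range lies below the 37.1% of all 6 libraries, and the cause was not tested.

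The labels number the replicates 1 to 3 in both groups. The deviations from group means correlated by 0.094 on average for the 3 same-numbered pairs and by -0.0472 for the 6 other pairs, over 13992 genes, so the numbers carry little shared variation. With the replicate number as a block, 1004 mRNA genes were higher and 1335 lower, and 614 lncRNA genes were higher and 31 lower.

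Among the values of genes named by the rule, marker sets, GO terms and neighbouring pairs, 20 values of 8 results moved. Another 3 values of 1 result (Dip2c) reversed. Of the rest, 22 values of 9 results passed a threshold they had not passed before, 21 of 12 results no longer passed, and 748 stayed. With a library left out, 3 values of 1 result (Sltm) no longer passed, 1 newly passed and 452 stayed. The tally leaves out genes named from marker sets, for the MHC ratio or after their values were seen. Of the 6 fits without 1 library, 2 called Actn3, 5 each called Havcr1 and H2-Ea-ps, 3 called Gm26917 and 1 called mt-Rnr1. No called mRNA gene or annotated lncRNA gene changed direction in any setting that also called it. Because both calls need at least a 2-fold change, this outcome was nearly fixed in advance and shows no stability. The smallest adjusted p of the marker sets (camera, Benjamini-Hochberg adjustment) was 0.122, and 0.0564 to 0.303 over the scalings, the filter and the block. Low depth limits the genes with few counts, such as Gm26556 and most genes under 10 counts per library, where only large changes can be called.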

Differences from the paper's values

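A value counts as close to the paper's when it lies within a factor of 1.5 of it. For Neat1 a value within the SD between libraries would count as well. A correlation counts as close only when it lies within the SD over the pairs of libraries.

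The paper reports 28173 expressed mRNA genes, against 18167 protein-coding genes here. None of the alternatives set before the data were examined came close to the paper's value. Counting all other gene types as mRNA genes and counting all 28160 expressed annotated genes as mRNA genes did, and both were chosen after seeing the values. The count table itself lists 28173 genes of all types. For lncRNA genes the paper reports 22504 expressed, against 3987 annotated ones here, and no alternative came close to that value. The paper's count includes assembled genes, which are not analysed here. The paper's Fig. 2A, read by eye, shows about 3300 annotated lncRNA genes and about 25000 mRNA genes. The values here, 3987 and 18167, count as close to these.

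The first component for lncRNA genes held about 59% in the paper's Fig. 2C, read by eye, against 37.4% here. Among the alternatives set before the data were examined, genes with mean FPKM of at least 1, genes centred without scaling and each of the 6 fits without 1 library (39.8 to 43.1%, just inside the factor) came close to the paper's value, while log2(FPKM + 0.1) and FPKM without a logarithm did not. The lowest correlation between groups for lncRNA genes was about 0.7 in the paper's Fig. 2E, read by eye, against 0.870 here, and no alternative came within that SD.

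The paper reports 5266 DEGs, against 2431 here. Of the alternatives set before the data were examined, limma on log2(FPKM + 0.1) came close to the paper's value (4278), and the others did not. The authors' FPKM library factors (5050), all other gene types as mRNA genes (3835) and all annotated genes as mRNA genes (4592) also did, and these were chosen after seeing the values. For limma and the FPKM library factors only the total was close. They gave 291 higher and 3987 lower genes, and 479 and 4571. Fig. 3A, read by eye, shows about 3200 higher and 1600 lower. All annotated genes gave 3131 and 1461, and all other gene types 2413 and 1422. For upregulated mRNAs, Fig. 3A shows about 3200 in the paper, read by eye, against 1101 here. None of the alternatives set before the data were examined came close to it, and all other gene types as mRNA genes (2413) and all annotated genes as mRNA genes (3131), chosen after seeing the values, did.

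The paper reports 11258 DElncRNAs, of which 11084 were higher, against 757 and 718 annotated lncRNA genes here, and no alternative came close to either value. For lower lncRNA genes the paper's value is 174, against 39 here. None of the alternatives set before the data were examined came close to it, and the authors' FPKM library factors (116), chosen after seeing the values, did.

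For Neat1 the paper reports a 6-fold increase, against a fold of 9.11 here. Of the alternatives set before the data were examined, limma on log2(FPKM + 0.1), limma on log2(FPKM + 1) and 2 of the 6 fits without 1 library came close to the paper's value, and the others did not. The authors' FPKM library factors, chosen after seeing the values, also did.

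The paper's coexpressed pairs held 10462 DElncRNAs and 1455 mRNAs, against 757 lncRNA genes and 16740 mRNA genes here, and no alternative came close to either value. The paper reports 10462 DElncRNAs with 2994 expressed mRNAs within 10 kb, against 573 lncRNA genes and 771 mRNA genes here, for which no alternative was run. For coexpressed neighbours the paper reports 778 mRNAs and 2181 DElncRNAs, against 297 and 252 here, and no alternative came close to either value.

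The paper states that more mRNAs were upregulated than downregulated, whereas here 1101 were higher and 1330 lower in the libraries labelled LN. The paper's direction was reached with library totals, TMM factors from mRNA genes, filterByExpr and at least 10 counts in every library. It was also reached with all other gene types or all annotated genes counted as mRNA genes, which were chosen after seeing the values.

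Several genes that the paper presents as differentially expressed, or as targets of DElncRNAs, were not called here. Tgfbr1 (log2 fold change -0.73), Ube2d2a (-0.62), Itch (-0.57), Dbnl (-0.66), Hes6 (-0.95) and RP24-230J14.4 (-0.67) were called with limma on log2(FPKM + 0.1) and on log2(FPKM + 1), and Riok3 (-0.52) with limma on log2(FPKM + 0.1). The authors' FPKM library factors, chosen after seeing the values, called all of these. Hes6 was also called without control replicate 3. Gm20513 (-0.49) and 1700020N18Rik (-0.54) were called with the authors' FPKM library factors alone, chosen after seeing the values. Ubr3 (-0.43), Mapk14 (-0.23), Hmgb2 (-0.21), Traf3 (-0.31), Cr1l (-0.26) and Dip2c (0.05) were called in none of the 19 alternatives. In the paper's RT-qPCR values the ratio of LN to control was 0.434 for Dip2c, 0.285 for Hmgb2, 0.255 for Hes6 and 0.279 for 1700020N18Rik. The groups did not overlap for these genes.

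The paper shows Dip2c lower in LN in Fig. 6, whereas its log2 fold change was 0.05 here. It was lower, at -0.47 and -0.41, with limma on log2(FPKM + 0.1) and log2(FPKM + 1), and at -0.48 with the authors' FPKM library factors, chosen after seeing the values. In Fig. 6B the RT-qPCR bars show Gm26601 higher in control, whereas the paper's RT-qPCR values in Table S7 give a ratio of LN to control of 3.55 and the RNA-seq log2 fold change here was 3.09. For Pspc1 the RT-qPCR in the paper and the RNA-seq differ in direction, with a log2 fold change of 1.22 here. The paper presents Gm20513 as lower in LN together with H2-Aa, while its groups overlapped here in normalized counts and in the paper's RT-qPCR values, and did not overlap in FPKM.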

Other observations

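The tests of exchanged labels and of lymphoid tissue were chosen only after the result had been seen. The other tests were set out before their results, apart from the check of balance in GC content.

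Fas was higher in every library labelled LN, and immune genes were lower, which is the opposite of what the lpr mutation and inflamed kidneys would lead one to look for. Immunoglobulin genes took 0.322 ± 0.197% of the counted reads in LN and 0.917 ± 0.242% in control (SD, n = 3; exact two-sided permutation test, p = 0.1, the smallest possible), and Jchain had a log2 fold change of -1.49. A candidate explanation is that the labels of the groups were exchanged. The log2 fold change of Fas was 1.17, as an exchange would give, but counts over the whole gene do not show the insertion itself, so the test does not settle it. Another is that the groups carry different MHC haplotypes. The ratio of H2-Ea-ps to H2-Aa counts was 0.794 ± 0.108 in LN and 0.460 ± 0.0341 in control (SD, n = 3), 1.72 times as high in LN and without overlap between the groups. Both genes were lower in LN, and a change in the cells that express them could also move the ratio, so the haplotype remains open. The normalization does not account for the direction of Fas, whose log2 fold change was 0.63 or more under every scaling of the counts. It does bear on the size, which fell under 2-fold with the authors' FPKM library factors. RNA from lymphoid tissue in the control libraries would raise the lymphocyte sets in control and leave the others. The T cell set (median log2 fold change -0.89) and the B and plasma cell set (-0.71) were lower in LN, but so were the macrophage set (-1.35) and the tubular injury set (-1.65). With each library left out in turn, the T cell median ran from -1.11 to -0.60 and the B and plasma cell median from -1.13 to -0.27. Lymphoid tissue alone would not lower the tubular injury set, but it could still contribute. Lcn2 had a log2 fold change of -2.22 and Havcr1 one of 1.23, so the members of the tubular injury set differed. The repression in LN that the paper reports cannot be told apart from exchanged labels here. A difference in haplotype would bear on genes of the MHC only.

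More annotated lncRNA genes were higher than lower in the libraries labelled LN, and several technical explanations were tested. With all libraries thinned to the same total, the higher genes still outnumbered the lower by 611, against 679 before, so a difference in depth is unlikely to be the cause. Among genes with at least 5 counts on average, 1507 lncRNA genes had a median log2 fold change 1.23 above that of 15309 mRNA genes. Against the 50 nearest mRNA genes the difference was 1.33 for length, 1.24 for GC content and 0.97 for mean count, and 1.03 for all of these together. Median GC content was 47.3% for lncRNA genes and 49.8% for mRNA genes, and matching removed this gap, a balance examined after the result had been seen. The mRNA genes below the lower and above the upper quartile of GC content had median log2 fold changes of -0.07 and -0.18. Matching on length or GC content thus did not lower the difference, and matching on mean count lowered it only in part. These matches cover the measures tested and no other form of bias. Under the scalings of the counts set in advance, the share of higher genes moved by at most 1.60 percentage points, and without the 10 genes with most counts by 0.0405 points. With the authors' FPKM library factors, chosen after seeing the data, it moved by -16.2 points and more genes were still higher than lower.

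Reads from unspliced or nuclear RNA may contribute to the excess of higher lncRNA genes. The set of nuclear-retained lncRNA had a median log2 fold change of 1.46, with all 11 genes higher in LN, but its camera test gave an adjusted p of 0.122 after Benjamini-Hochberg adjustment (0.0564 to 0.303 over the alternatives with all libraries). The median of its 10 lncRNA genes, 1.28, was above that of 73.2% of 10000 random lists of lncRNA genes, whose median was 0.998. The test thus does not separate nuclear-retained lncRNA from other lncRNA. Inside introns, 185 lncRNA loci on the strand of the host had a median of 1.76, against 1.08 for 61 on the opposite strand and 1.03 for 387 outside genes. Counted reads were 36.0% of the paper's uniquely mapped reads in LN and 66.9% in control. Unspliced reads could lower that share, but where the uncounted reads lie was not examined. Unspliced RNA and a biological rise of lncRNA cannot be told apart here. The share of reads held by Malat1 was 0.571 to 1.01% in control and 3.17 to 3.61% in LN. Gm26917, chosen after its values were seen, held 2.08 to 2.62% in control and 4.30 to 5.66% in LN.

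The 6 libraries can be split into groups of 3 in 10 ways. The real split was compared with the 4 splits, itself included, that part all 3 same-numbered pairs, and the other 6 part 1 pair. Since equal replicate numbers do not mark paired mice, all 10 splits can be compared as well. In 1 of these 4 splits, the real one, as many mRNA genes were called, and the same count of 1 held for lncRNA genes, Table S5 genes and Table S6 genes. The other splits called 0 genes. At an unadjusted p under 0.05 and 2-fold, the other splits that part every pair gave 143 to 282 genes, all other splits 142 to 594, and the real split 5581. For marker sets past the threshold, 0 in the real split, 4 of the 4 splits gave as many. Over all 10 splits, too, no split but the real split called any gene. The share cannot fall below 1 of 4, or below 1 of 10 over all splits, so these counts cannot rule out a grouping by accident.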
